# Cancer-associated fibroblast-induced lncRNA UPK1A-AS1 confers platinum resistance in pancreatic cancer via efficient double-strand break repair

**DOI:** 10.1038/s41388-022-02253-6

**Published:** 2022-03-09

**Authors:** Xiang Zhang, Shangyou Zheng, Chonghui Hu, Guolin Li, Hongcao Lin, Renpeng Xia, Yuancheng Ye, Rihua He, Zhihua Li, Qing Lin, Rufu Chen, Quanbo Zhou

**Keywords:** Cancer microenvironment, Cancer therapeutic resistance

## Abstract

The tumor stroma of pancreatic ductal adenocarcinoma (PDAC) is characterized by an abundant and heterogeneous population of cancer-associated fibroblasts (CAFs), which are critically involved in chemoresistance. However, the underlying mechanism of CAFs in chemoresistance is unclear. Here, we show that CAF^R^, a CAF subset derived from platinum-resistant PDAC patients, assumes an iCAF phenotype and produces more IL8 than CAF^S^ isolated from platinum-sensitive PDAC patients. CAF^R^-derived IL8 promotes oxaliplatin chemoresistance in PDAC. Based on long noncoding RNA (lncRNA) profiling in tumor cells incubated with CAF-CM, we found that UPK1A-AS1, whose expression is directly induced by IL8/NF-kappa B signaling, functions as a chemoresistance-promoting lncRNA and is critical for active IL8-induced oxaliplatin resistance. Impressively, blocking the activation of UPK1A-AS1 expression increases the oxaliplatin sensitivity of tumor cells in vivo. Mechanistically, UPK1A-AS1 strengthens the interaction between Ku70 and Ku80 to facilitate nonhomologous end joining (NHEJ), thereby enhancing DNA double-strand break (DSB) repair. Clinically, UPK1A-AS1 expression is positively correlated with IL8 expression, a poor chemotherapeutic response and a shorter progression-free survival (PFS) time in advanced PDAC patients. Collectively, our study reveals a lncRNA-mediated mechanism of CAF-derived paracrine IL8-dependent oxaliplatin resistance and highlights UPK1A-AS1 as a potential therapeutic target.

## Introduction

Pancreatic ductal adenocarcinoma (PDAC) is an extremely lethal disease despite the application of multiple therapeutic strategies [1]. Targeting the tumor microenvironment (TME) is a very popular strategy in cancer therapy, while strategies aiming to degrade the desmoplastic stroma have been generally disappointing due to the highly complex interplay between cancer cells and the TME [2, 3]. During chemotherapy or radiotherapy, cancer cells adapt to selective pressure by self-mutation or transformation [4], but the ability to modulate various components of the TME in response to chemo- and radiotherapy is incompletely elucidated.

Cancer-associated fibroblasts (CAFs), a major component of the stroma that undergoes transformation and exhibits heterogeneity during cancer evolution, can perform both tumor-promoting and tumor-suppressive or homeostatic functions in PDAC [5]. Different CAF populations with distinct phenotypes, epigenetic characteristics, immunogenicity, and transduction signatures have been recently identified in pancreatic cancers [6–8], and reshaping the CAF population can improve the efficacy of current standard therapies [9, 10]. Previously, researchers identified two types of CAFs using mouse and human pancreatic cancer models. One subgroup named inflammatory CAFs (iCAFs) is mainly characterized by the secretion of inflammatory factors (such as IL-6, LIF, IL-1, etc.) and is relatively far from tumor cells, while the other subpopulation, named myofibroblastic CAFs (myCAFs), expresses characteristic proteins, such as a-SMA, TGFβ, and ECM, and is distributed adjacent to tumor cells [9, 11]. Furthermore, recently, through a single-cell analysis, a subgroup of CAFs (named antigen-presenting CAFs (apCAFs)) that mainly function to mediate the immune response of pancreatic cancer has also been found and is mainly characterized by the expression of MHC class II molecules and CD74 [7]. Therefore, to precisely target the CAF subpopulations that support tumor growth, it is necessary to enhance our understanding of their functions and mechanisms.

Given that over 80% of PDACs are nonresectable at the time of diagnosis [12], chemotherapy is the major treatment option for most PDAC patients. However, drug resistance is an inevitable problem that arises in almost all patients [13]. Recently, chemotherapeutic resistance mediated by the TME has attracted increasing attention. Although increasing evidence has demonstrated the associations between the CAF subtypes and drug resistance [13, 14], neither the CAF subpopulation responsible for drug sensitivity nor its mechanism has been identified. Existing evidence shows that CAFs confer chemotherapeutic resistance by inducing a desmoplastic reaction that interferes with drug delivery, and the complex mechanisms of cytokine, chemokine, and growth factor secretion are also involved in the drug response [15]. Recently, platinum-based chemotherapy has gradually attracted attention because patients with PDAC and germline or somatic pathogenic variants in BRCA or PALB2 are highly sensitive to platinum chemotherapies and poly (adenosine diphosphate-ribose) polymerase (PARP) inhibitor (PARPi) therapy [16, 17]. Platinum molecules crosslink with the purine bases of DNA and interfere with DNA replication and transcription, thereby triggering DNA damage and degradation [18]. In patients with pancreatic cancer, homologous recombination (HR) deficiency may lead to the inability to effectively repair double-strand breaks (DSBs), and these patients are particularly sensitive to platinum-based chemotherapy [19]. However, only 21% of pancreatic cancer patients are sensitive to platinum-based chemotherapy, and the objective response rate to platinum-based regimens is only ~50%, even among pancreatic cancer patients with germline BRCA or PALB2 mutations [20]. Regarding the mechanisms of platinum resistance, possible causes, such as secondary mutations restoring DNA repair pathways, factors restricting the crosslinking of a drug molecule with its target, and pathways eliminating damage from the target, have been studied [21]. The CAF-mediated modulation of platinum resistance via the prevention of sufficient drug delivery plays a key role in modulating platinum resistance in PDAC [22]. Recently, Natalia et al. demonstrated that the blockade of TGFβ-activated kinase 1 (TAK1) and TGFBR1 removes the chemoprotection conferred by proinflammatory factor-mediated CAF activation, thereby rendering tumor cells more sensitive to platinum therapy in colorectal cancer [23]. In addition, Wang et al. showed that CAFs mediated a nongenetic mechanism by regulating thiol metabolism to confer cisplatin resistance in ovarian cancer [24]. However, the precise role of CAFs in the mediation of platinum resistance in pancreatic cancer tissues remains to be elucidated.

Long noncoding RNAs (lncRNAs) constitute a heterogeneous class of transcripts longer than 200 nucleotides and are involved in multiple cellular processes by interacting with DNA, chromatin, proteins and RNAs [25]. Recently, substantial evidence has indicated that lncRNAs are involved in the chemoresistance of pancreatic cancer cells [26]; for instance, a report showed that the lncRNA HOTTIP confers cisplatin resistance on PDAC cells by regulating miR-137 expression [27]. Furthermore, Deng et al. revealed that the lncRNA CCAL derived from CAFs drives oxaliplatin resistance in colorectal cancer cells by modulating the mRNA stability of β-catenin. Nevertheless, the roles of CAF-derived lncRNAs in inducing platinum resistance in pancreatic cancer are poorly understood.

Here, we sought to gain a better understanding of the mechanisms by which CAFs support platinum resistance in PDAC cells. Furthermore, we studied the role of CAF-induced lncRNAs associated with platinum resistance and explored the underlying mechanisms while aiming to develop rational strategies that combine conventional cytotoxic agents and selectively target the protumorigenic functions of CAFs and lncRNAs.

## Results

### CAFs were correlated with platinum resistance in PDAC

To investigate the inherent heterogeneity of CAFs in chemoresistance, we adopted a clinical model of platinum-based chemotherapy for advanced pancreatic cancer to monitor the diverse response of tumors to drugs. Paired tumor samples were obtained from 75 PDAC patients before and after chemotherapy. The baseline characteristics of the enrolled patients were showed in Table 1. Then, an immunofluorescence analysis of different CAF populations was performed (iCAF: PDPNα ^+^IL6^+^; myCAF: PDPN^+^αSMA^+^; apCAF: PDPN^+^MHCII^+^) [9, 22] (Figs. 1A, S1A and C). The results showed that the proportion of iCAFs was significantly increased in the tissue from the chemoresistant patients before and after chemotherapy (Fig. 1B), while the amounts of myCAFs and apCAFs did not differ between the chemoresistant and chemosensitive patients (Fig. S1B and D).

**Table 1:** Baseline characteristics of the patients.

Characteristic	Chemosensitive patients (*n* = 21)	Chemoresistant patients (*n* = 54)
Age at randomization — yr		
Median	53	58
Range	41–70	37–82
Male sex — no (%)	10 (48)	36 (67)
TNM stage — no (%)		
III	7 (33)	23 (43)
IV	14 (67)	31 (57)
First-line platinum-based chemotherapy — no. (%)		
mFOLFIRINOX	18 (86)	42 (78)
GemOx	1 (5)	7 (13)
GP	2 (10)	5 (9)
Rounds of mFOLFIRINOX		
Median	11	3.5
Range	6–12	1–6
Rounds of GemOx		
Median	8	3
Range	8	2–4
Rounds of GP		
Median	7	4
Range	6–8	3–4
Germline BRCA or PALB2 mutation — no. (%)		
BRCA1	0 (0)	0 (0)
BRCA2	2 (10)	0 (0)
PALB2	2 (10)	0 (0)

**Fig. 1:**
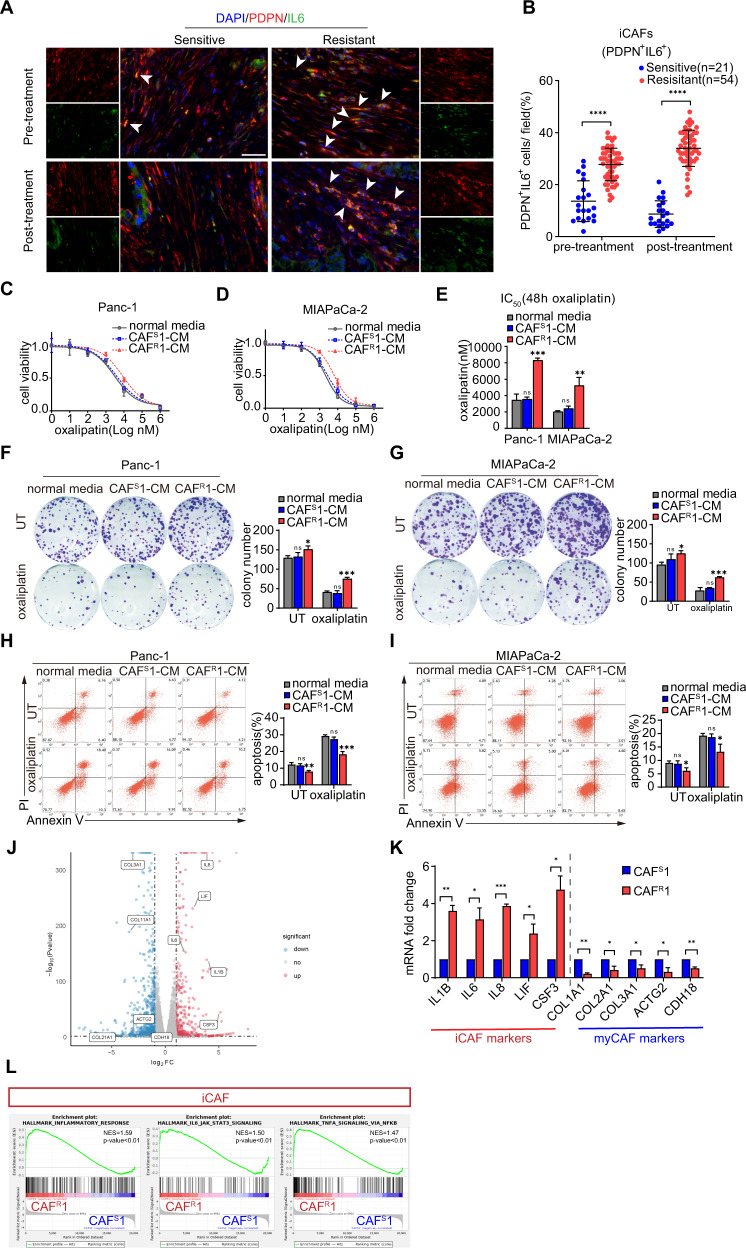
CAFs were correlated with a poor survival and platinum resistance in pancreatic cancer patients. **A** Representative immunofluorescence images of advanced pancreatic cancer biopsies before and after chemotherapy. Arrows indicate iCAFs: PDPN ^+^IL6^+^. Scale bar = 50 μm. Quantification of the presence of iCAFs (**B**). Panc-1 and MIAPaCa-2 cells were cultured under CAF^S^1-CM or CAF^R^1-CM for 3 days and then subjected to the indicated experiments. **C–E** Cells were treated with oxaliplatin for 48 h. Cell viability was measured by CCK-8 and the IC50 value was calculated. **F**, **G** Colony formation assay and (**H**, **I**) flow cytometry apoptosis analyses were performed to evaluate the chemoresistance of pancreatic cancer cells in each group. **J** Volcano plot of differentially expressed genes from the mRNA transcriptomes of CAF^S^1-CM and CAF^R^1-CM. Three biological replicates of each CAF cell line were used for the RNA sequencing. **K** Expression level of specific genes in CAF^S^1-CM and CAF^R^1-CM. **L** GSEA of significantly upregulated pathways in CAF^R^1 compared with CAF^S^1. The results are presented as the mean ± SD of three technical replicates. *P < 0.05; **P < 0.01; ***P < 0.001, ns no significance.

To determine whether CAFs contribute to chemoresistance, CAFs were isolated from PDAC tissues collected before platinum-based chemotherapy. All CAF cell lines were identified by FSP-1 immunofluorescence, and tested negative for EpCAM, CD31 and CD45 by a flow cytometry analysis (Fig. S1E, F). Then pancreatic cancer cell lines (Panc-1 and MIAPaCa-2) were treated with conditioned medium from CAFs isolated from two different chemoresistant patients (CAF^R^1-CM and CAF^R^2-CM) and CAFs isolated from two different chemosensitive patients (CAF^S^1-CM and CAF^S^2-CM). Interestingly, compared to the CAF^S^-CM treatment, the CAF^R^-CM treatment contributed to an approximately twofold increase in the IC50 value of oxaliplatin in the tumor cells (Figs. 1C–E and S2A–C). Consistent with this result, upon the treatment with CAF^R^-CM, colony formation was promoted in the tumor cells, and more colonies survived after the oxaliplatin exposure (Figs. 1F, G and S2D, E). To further confirm the contribution of CAFs to oxaliplatin-induced cell death, a flow cytometry-based Annexin-V/propidium iodide (PI) apoptosis assay was performed. Apoptosis of tumor cells was suppressed under the culture with CAF^R^-CM, and the apoptosis-inducing effect of oxaliplatin on the tumor cells was abrogated by the CAF^R^-CM treatment compared with normal medium or the CAF^S^-CM treatment (Figs. 1H, I and S2F, G). Taken together, our data showed that CAF^R^-CM conferred oxaliplatin resistance on pancreatic tumor cells.

Subsequently, to determine whether CAF^R^ assumes an iCAF phenotype, we performed next-generation RNA sequence (GSE192907) to compare the transcriptome differences between CAF^R^1 and CAF^S^1. We found a cluster of genes differentially expressed in either CAF^R^1 or CAF^S^1. Specifically, cytokines, such as IL1, IL6, IL8, LIF and CSF3 were uniquely upregulated in CAF^R^1. However, the smooth muscle gene ACTG2 and various collagen genes were upregulated in CAF^S^1 (Fig. 1J, K). Furthermore, a gene set enrichment analysis (GSEA) of CAF^R^1 compared with CAF^S^1 confirmed the upregulation of the inflammatory response pathway and IL6-JAK-STAT3 signaling pathway, which is consistent with previous study (Fig. 1L) [9]. In addition, we performed PCR and sequencing to detect whether the most frequent mutations in PDAC exist in these CAF cell lines. The results showed that there were no mutations of KRAS, TP53, and SMAD4 and homozygous deletion of CDKN2A in the CAF cell lines (Fig. S2H, I).

### Paracrine IL8 was essential for CAF^R^-induced oxaliplatin resistance in tumor cells

To reveal the mechanism by which CAFs contribute to chemoresistance, we compared the cytokine profiles of CAF^R^1-CM and CAF^S^1-CM by using a human cytokine antibody array and identified a panel of cytokines with high levels in CAF^R^1-CM (Fig. 2A). Among these cytokines, HGF, IL6, IL8 and CCL2 have been documented to induce chemoresistance [28–31]. By adding neutralizing antibodies against each candidate cytokine, we further identified the potential cytokines responsible for inducing oxaliplatin resistance. The cell viability assays revealed that the anti-IL8 antibody but not the other three neutralizing antibodies against HGF, IL6 and CCL2 successfully abrogated the ability of CAF^R^1-CM and CAF^R^2-CM to induce oxaliplatin resistance (Figs. 2B, C and S3A, B). Moreover, human recombinant IL8 protected tumor cells against oxaliplatin in a dose-dependent manner (Fig. 2D). An ELISA was further performed to measure the concentration of IL8 in CAF^R^-CM and CAF^S^-CM extracted from 4 different chemoresistant and chemosensitive patients. As expected, CAF^R^s secreted much more IL8 than CAF^S^s (Fig. 2E). Furthermore, in the colony formation assays, the disruption of IL8 signaling by the addition of anti-IL8 antibodies reduced tumor cell colony formation and survival, which were promoted by CAF^R^-CM (Figs. 2F, G and S3C, D). In addition, anti-IL8 antibodies increased oxaliplatin-induced tumor cell apoptosis, which was repressed by CAF^R^-CM (Figs. 2H–I and S3E, F).

**Fig. 2:**
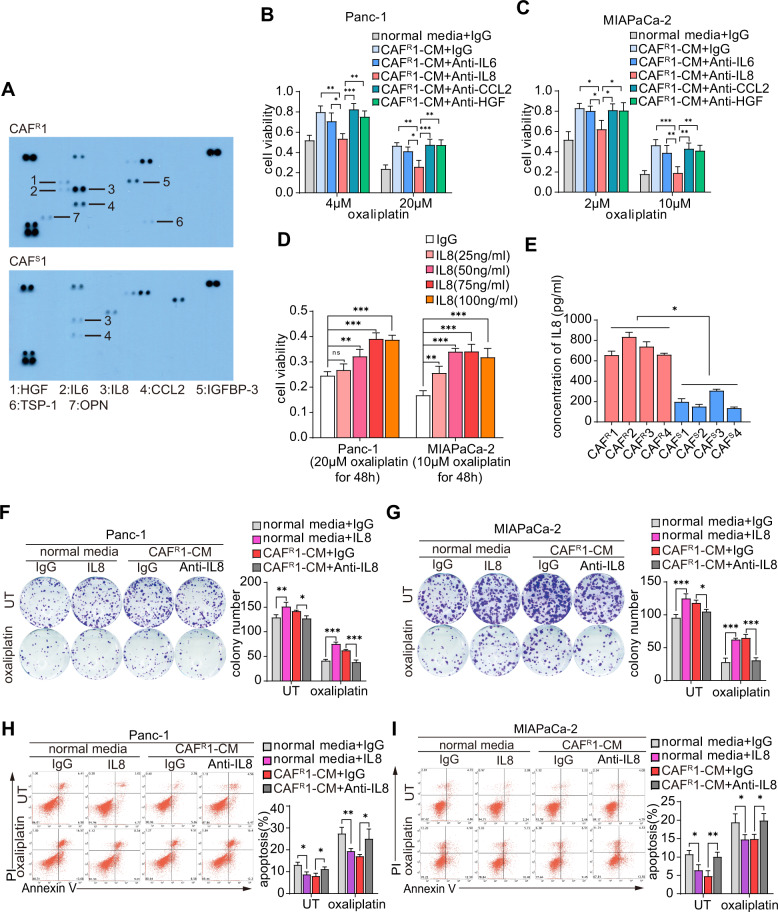
Paracrine IL8 was essential for CAF^R^-induced oxaliplatin resistance in tumor cells. **A** Cytokine antibody array of CAF^S^1-CM or CAF^R^1-CM. CAF^R^1-CM with different neutralizing antibodies was used to culture Panc-1 (**B**) and MIAPaCa-2 (**C**) cells for 3 days. After 48 h of oxaliplatin exposure, cell viability was measured by CCK8. **D** Panc-1 and MIAPaCa-2 cells were cultured with different concentrations of human recombinant IL8 for 3 days and subsequently treated with oxaliplatin for 48 h. Cell viability was measured by CCK8. **E** ELISA analysis of the IL-8 levels in CAF^S^-CM and CAF^R^-CM of four different chemosensitive and chemoresistant CAF cell lines. Panc-1 and MIAPaCa-2 cells were cultured with IL8 (100 ng/ml) or CAF^R^1-CM with an anti-IL8 neutralizing antibody (250 ng/ml) for 3 days. Colony formation assay (**F**, **G**) and flow cytometry apoptosis analysis (**H**, **I**) were performed to evaluate the chemoresistance of pancreatic cancer cells in each group. The results are presented as the mean ± SD of three technical replicates. *P < 0.05; **P < 0.01; ***P < 0.001; ns no significance.

Collectively, these data suggest that IL8 was predominantly produced by CAF^R^s and that the functional disruption of IL8 abrogated CAF^R^-induced oxaliplatin resistance in tumor cells.

### CAF^R^ facilitated oxaliplatin resistance by activating the expression of the lncRNA UPK1A-AS1 in pancreatic cancer

Emerging evidence has shown that lncRNAs strongly participate in the regulation of oxaliplatin resistance [26]. To explore the mechanism underlying the regulatory role of CAFs in the chemoresistance of tumor cells, whole-transcriptome profiling (GSE183779) was performed in Panc-1 cells treated with CAF^S^1-CM and CAF^R^1-CM. 

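Panc-1, an established human pancreatic carcinoma cell line, was treated for 72 h with medium conditioned by the CAF line CAF S1 or CAF R1. CAF S1 came from a chemosensitive patient and CAF R1 from a chemoresistant patient. RNA of 3 samples per group was sequenced. After CAF R1-CM, the hypoxia-inducible carbonic anhydrase gene CA9 was at 16.2 ± 0.900 FPKM (SD, n = 3) and at 0.117 ± 0.0503 FPKM (SD, n = 3) after CAF S1-CM, a log2 fold change of 3.95 (standard error 0.08, adjusted p = 1.75e-06 from limma). HMOX1, which encodes the heme-degrading enzyme heme oxygenase, rose from 31.4 ± 1.03 to 263.7 ± 9.44 FPKM (log2 fold change 3.03, adjusted p = 2.80e-07 from limma). IL32, a cytokine gene, rose from 1.96 ± 0.570 to 53.0 ± 0.770 FPKM, and the glycolytic enzyme gene ALDOC from 3.54 ± 0.871 to 64.9 ± 4.57 FPKM. FASN, the fatty acid synthase gene, fell from 397 ± 18.2 to 173 ± 4.42 FPKM, a ratio of 0.435 (adjusted p = 1.46e-05 from limma). CCN1 and CCN2, which encode matricellular proteins, fell by 1.12 and 1.03 on the log2 scale. Over genes of all types, 3560 were higher and 2626 lower after CAF R1-CM at an adjusted p under 0.05 among the 23608 tested (2330 and 1844 without CAF S1-CM replicate 2).
The libraries were made from rRNA-depleted total RNA with a strand-marking (dUTP) protocol. The authors filtered the reads with SOAPnuke, mapped them to GRCh38.p13 with HISAT2 and estimated the level of each gene with RSEM as FPKM (fragments scaled by transcript length and library total), rounded to 2 decimals. The FPKM were tested on the log2(FPKM + 1) scale with limma, for genes above 0.1 FPKM in at least 3 samples, with Benjamini-Hochberg adjustment over all genes tested. On this scale a fold change understates the change of genes with a low level. FPKM summed to 660604 to 691568 per sample after CAF S1-CM and to 666560 to 701406 after CAF R1-CM. The values are not counts, so the depth is not known. If the commonest ratio of the lowest values is 1 read against 1 read, the CAF R1-CM libraries had 0.522 to 0.571 times the depth of CAF S1-CM replicate 1, and the other CAF S1-CM libraries 1.00 to 1.08 times. This ratio held 13.9 to 17.9% of the genes compared for the CAF R1-CM libraries, and the next commonest, which held 11.7 to 13.2%, would put them at 1.03 to 1.10 times. For CAF S1-CM replicates 2 and 3 the commonest held 16.9 and 26.5%. The next, with 7.6 and 9.8%, would put these 2 at 0.526 and 0.509 times. Of 626 genes detected in 1 library of each group, 194 lay in the commonest range of the ratio and 76 lay near a ratio of 1. The paper calls the samples biological replicates, and all medium of a group came from 1 CAF line, so the p-values measure the spread between these samples and not between CAF lines.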

Of the 173 differentially expressed lncRNAs, 163 were upregulated (Fig. 3A, B). 

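Among 3511 lncRNAs tested, 22 were higher and 1 was lower after CAF R1-CM at an adjusted p under 0.05 (limma) and an absolute log2 fold change above 1. The lncRNAs higher included MIR210HG, the host transcript of the hypoxia-induced microRNA miR-210, and MIR193BHG, the host transcript of miR-193b. MIR210HG was at 1.54 ± 0.502 FPKM (SD, n = 3) after CAF S1-CM and at 9.33 ± 0.905 FPKM (SD, n = 3) after CAF R1-CM, a log2 fold change of 2.04 (standard error 0.16, adjusted p = 2.64e-04 from limma). The lncRNA lower was LOC643327, which fell by 1.52 on the log2 scale (standard error 0.21, adjusted p = 0.00271 from limma), from 3.63 ± 1.09 to 0.607 ± 0.355 FPKM. NEAT1 and MALAT1, which stay in the nucleus, rose by 0.74 and 0.69 and so lay below the fold limit.
With no fold limit, 421 lncRNAs were higher and 51 lower, beside 2586 protein-coding genes higher and 2477 lower. These lncRNAs numbered 249 and 30, 251 and 31, and 258 and 24 without CAF S1-CM replicate 1, 2 and 3. With cyclic loess scaling, chosen after seeing the data, they were 241 and 106, 69.5% higher against 89.2%. With the limit, 207 protein-coding genes were higher and 11 lower (19 lower without CAF R1-CM replicate 1), 95.0% higher. The median log2 fold change was 0.11 for lncRNAs (0.09 to 0.12 over the 9 pairs of libraries), 0.03 for protein-coding genes (0.02 without CAF R1-CM replicate 2) and 0.10 for protein-coding genes matched to the lncRNAs on mean level. The 4637 other rows tested that carry only an identifier of the sequencing provider were not counted as lncRNAs.
The counts move with the pseudocount and the scaling. On the log2(FPKM + 0.1) scale 167 lncRNAs were higher and 11 lower, 93.8% higher, with cyclic loess scaling of the log2(FPKM + 1) values 18 and 2, 90.0% higher, and with both 82 and 45, 64.6% higher. Protein-coding genes numbered 580 and 38 (93.9% higher), 192 and 10 (95.0%), and 367 and 69 (84.2%) in these 3 settings. The medians of lncRNAs, protein-coding genes and matched genes were 0.28, 0.03 and 0.25 in the first, 0.01, -0.01 and 0.01 in the second and 0.01, -0.02 and -0.01 in the last, and were 0.02, 0.02 and 0.02 with no filter on low values. At a mean of at least 1 FPKM, also chosen after seeing the data, they were 0.20, -7e-04 and 0.11, and the protein-coding median was 0.01 with equal FPKM totals and 0.02 with median-of-ratios factors from all genes. Without CAF R1-CM replicate 3, 24 were higher and 3 lower, and 2 were lower without CAF R1-CM replicate 1 or 2.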

Then, we selected the ten most significantly upregulated lncRNAs for further validation by qRT–PCR. 

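UPK1A-AS1, Entrez gene 100862728, was at 0.703 ± 0.188 FPKM (SD, n = 3) after CAF S1-CM and at 9.61 ± 1.89 FPKM (SD, n = 3) after CAF R1-CM, a ratio of means of 13.7. Its log2 fold change was 2.63 (standard error 0.15, adjusted p = 8.96e-05 from limma). LMNTD2-AS1 had the smallest adjusted p of the lncRNAs higher (4.14e-05 from limma) and a log2 fold change of 2.27. MEG3, an imprinted lncRNA gene, rose from 8.68 ± 0.525 to 20.2 ± 0.912 FPKM. LUCAT1, a stress-induced lncRNA, rose from 3.43 ± 0.211 to 11.0 ± 1.21 FPKM. The other lncRNAs among the 10 with the smallest adjusted p were MIR210HG and LOC284600, LHFPL3-AS2, MIR193BHG, TSPEAR-AS1 and PCAT6, the last 5 with log2 fold changes from 1.12 to 1.95 and adjusted p-values from 1.47e-04 to 2.60e-04 (limma). LHFPL3-AS2 lay near 0 after CAF S1-CM (0.0467 ± 0.0322 FPKM), so its fold is poorly measured.
UPK1A-AS1 lies on chromosome 19 of GRCh38, from 35667948 to 35673304 on the minus strand (GENCODE v44). It has 2 exons of 70 and 738 bases and lies inside UPK1A, which encodes uroplakin 1A and runs from 35666517 to 35678481 on the plus strand. Of its 808 exonic bases, 271 (33.5%) lie over exons of UPK1A. UPK1A rose as well, from 0.647 ± 0.116 to 10.4 ± 0.951 FPKM (log2 fold change 2.79, standard error 0.10, adjusted p = 1.13e-05 from limma). Whether the counting used the strand, which decides how reads over both genes are assigned, is not given in the sources used here. The FPKM of UPK1A-AS1 was 0.932 times that of UPK1A, beside a median of 0.0103 in 16 pairs, chosen after seeing the data, of an antisense lncRNA with at least 30% of its exonic bases over exons of a host of at least 10 FPKM. UPK1A itself, at a mean of 5.535 FPKM, lies below that limit. Over all 135 other antisense pairs the median was 0.0441 and 18 reached 0.932, and in the 3 pairs whose host rose by more than 1 the median was 0.673.

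**Figure D1:**
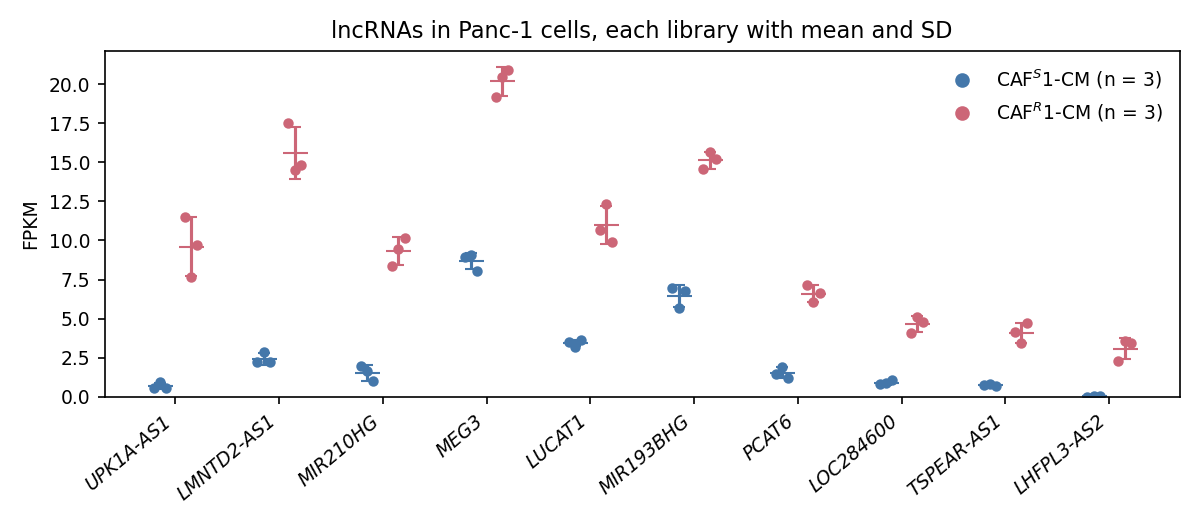
FPKM (y axis) of 10 lncRNAs in Panc-1 cells after CAF S1-CM (blue) and CAF R1-CM (red). Points are the 3 libraries of each group, lines the mean and SD, and for each of the 10 lncRNAs all CAF R1-CM libraries lie above all CAF S1-CM libraries, as for UPK1A-AS1 with means of 0.703 and 9.61.

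**Figure D2:**
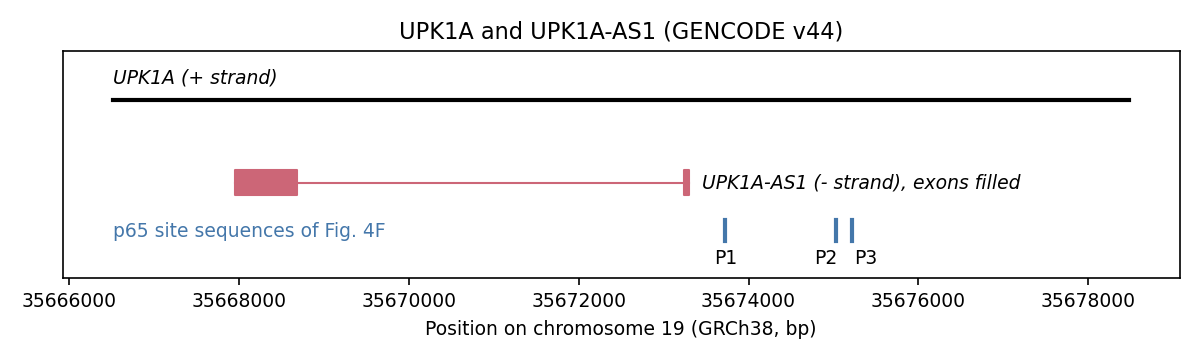
Map of UPK1A (black) and UPK1A-AS1 (red, exons filled) on chromosome 19, with position in bp on the x axis. Blue marks are the only matches, in this region, of the 3 p65 site sequences drawn in Fig. 4F, which lie upstream of UPK1A-AS1 inside UPK1A.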

UPK1A-AS1 was dramatically upregulated in both Panc-1 and MIAPaCa-2 cells treated with CM from 4 different CAF^R^s, compared with CAF^S^-CM (Fig. 3C, D). Moreover, similar to CAF^R^-CM, human recombinant IL8 increased the expression level of UPK1A-AS1, while CAF^R^-CM-induced activation of UPK1A-AS1 expression was attenuated by the anti-IL8 neutralizing antibodies (Figs. 3E and S4A).

**Fig. 3:**
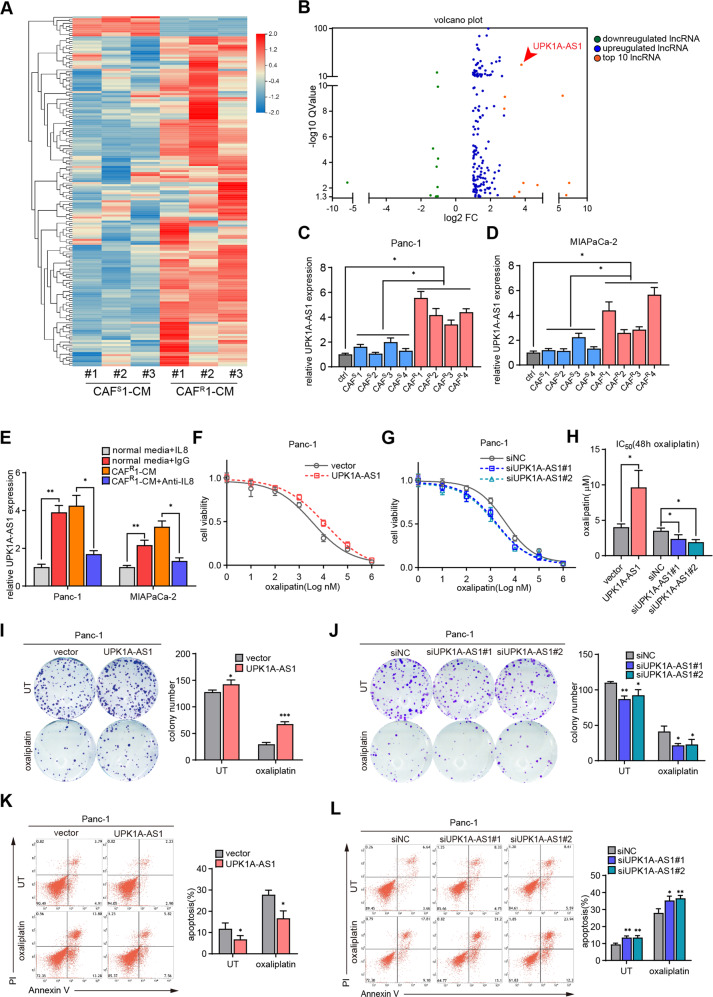
CAF^R^ facilitated oxaliplatin resistance by activating the expression of the lncRNA UPK1A-AS1 in pancreatic cancer. **A** Heatmap of the differentially expressed lncRNAs (|Log_2_^FC^ | >1, *Q* value < 0.05) in the lncRNA sequencing data of Panc-1 cells treated with CAF^S^1-CM or CAF^R^1CM. Three biological replicates of each CAF cell line were used for the RNA sequencing. **B** Volcano plot showing the differentially expressed lncRNAs between the groups. UPK1A-AS1 expression levels in Panc-1 (**C**) and MIAPaCa-2 (**D**) cells treated with CAF^S^-CM and CAF^R^-CM of four different chemosensitive and chemoresistant CAF cell lines. **E** UPK1A-AS1 expression levesl in Panc-1 and MIAPaCa-2 cells cultured under IL8 (100 ng/ml) or CAF^R^1-CM with an anti-IL8 neutralizing antibody (250 ng/ml) for 3 days. UPK1A-AS1 was overexpressed or knocked down in Panc-1 cells and oxaliplatin was given. **F–H** CCK-8 assay, (**I–J**) colony formation assay and (**K–L**) flow cytometry apoptosis analyses were performed to evaluate the chemoresistance of Panc-1 cells in each group. The results are presented as the mean ± SD of three technical replicates. *P < 0.05; **P < 0.01; ***P < 0.001.

To explore the influence of UPK1A-AS1 on oxaliplatin resistance in tumor cells, UPK1A-AS1 was overexpressed by transfection of a pcDNA3.1-based vector and knocked down by 2 specific siRNAs in Panc-1 and MIAPaCa-2 cells (Fig. S4B, C). An empty vector/scrambled siRNA (siNC) was used as a control. The UPK1A-AS1 induction contributed to an approximately twofold increase in the IC50 value of oxaliplatin (Figs. 3F, H, S4D, F), while the knockdown of UPK1A-AS1 significantly decreased the IC50 (Figs. 3G, H, S4E, F). Consistent with these results, the forced expression of UPK1A-AS1 promoted colony formation and reduced the suppressive effect of oxaliplatin on tumor cells (Fig. 3I and S4G). However, the UPK1A-AS1 knockdown suppressed colony formation and contributed to reduced colony survival after oxaliplatin exposure (Figs. 3J and S4H). Consistent with this result, the baseline apoptosis was reduced and oxaliplatin-induced apoptosis was abrogated by UPK1A-AS1 overexpression in tumor cells (Figs. 3K and S4I). However, the knockdown of UPK1A-AS1 enhanced baseline apoptosis and rendered the tumor cells more vulnerable to oxaliplatin-induced apoptosis (Figs. 3L and S4J).

Finally, we observed that the knockdown of UPK1A-AS1 decreased the oxaliplatin resistance of tumor cells induced by IL8 as shown by cell viability assays (Fig. S4K, L), colony formation assays (Fig. S4M, N) and Annexin-V/PI apoptosis assays (Fig. S4O, P). Based on these data, we elucidated that CAF^R^s conferred oxaliplatin resistance on tumor cells by activating UPK1A-AS1 expression in an IL8-dependent manner.

### The NF-kappa B (NF-κB) pathway was activated by IL8 from CAF^R^, and UPK1A-AS1 is a transcriptional target of p65

To further reveal the mechanism by which CAF^R^ activates UPK1A-AS1, the promoter regions of UPK1A-AS1 were analyzed, and the potential binding sites of several transcription factors downstream of IL8 activation, including HIF-1, p65, and STAT3 [32], in the promoter regions upstream of the transcription start site of UPK1A-AS1 were individually predicted. In addition, the KEGG pathway analysis showed enrichment of NF-κB signaling in Panc-1 cells treated with CAF^R^1-CM (Fig. 4A). Moreover, the treatment with an inhibitor of NF-κB activation (caffeic acid phenethyl ester, CAPE) significantly reversed CAF^R^-CM-induced UPK1A-AS expression (Fig. 4B). In addition, similar to the treatment with CAF^R^-CM, the treatment with IL8 successfully activated the NF-κB pathway in the tumor cells, and adding anti-IL8 antibodies attenuated the effect of CAF^R^1-CM and CAF^R^2-CM (Figs. 4C and S5A). 

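Of 83 genes of the NF-κB signaling pathway tested, 29 were higher and 10 lower after CAF R1-CM at an adjusted p under 0.05 from limma (31 and 14 when adjusted over the list alone). Without CAF S1-CM replicate 2 or 3 or CAF R1-CM replicate 3, 19 were higher. ICAM1, an adhesion molecule gene, rose from 25.2 ± 0.513 to 201 ± 5.98 FPKM (SD, n = 3 per group; log2 fold change 2.95, standard error 0.04, adjusted p = 2.05e-07 from limma). The gene of IL8, CXCL8, rose from 0.0667 ± 0.0503 to 14.8 ± 0.388 FPKM (log2 fold change 3.89), and the related chemokine genes CXCL1, CXCL2 and CXCL3, which may share reads, rose by 3.92, 2.79 and 2.05. Their ratios of mean FPKM were 19.1, 13.2 and 35.4. CXCL8 and CXCL3 (0.100 ± 0.0800 FPKM) lay near 0 after CAF S1-CM, so their folds are poorly measured. The feedback inhibitors NFKBIA, which encodes IκBα, and TNFAIP3 rose by 1.25 and 1.65, and the subunit genes RELB and NFKB2 by 1.07 and 0.65. RELA, the gene of p65, was at 105 ± 1.37 and 97.6 ± 3.68 FPKM (log2 fold change -0.11, adjusted p = 0.0748 from limma). The 10 members lower included IKBKG, MYD88 and MALT1, which carry the signal from receptors to NF-κB.
Of 39 transcriptional targets of NF-κB, 33 were higher and none lower (35 and 0 when adjusted over the list alone), with a median log2 fold change of 1.00 (camera with a preset correlation, adjusted p = 2.07e-20; adjusted p = 0.00921 with an estimated correlation, 0.0530 without CAF S1-CM replicate 3 and 0.0618 with equal FPKM totals, a scaling chosen after seeing the data). They included SOD2, a mitochondrial antioxidant enzyme gene, at 1.65, BIRC3, an inhibitor of apoptosis, at 1.96, and LTB at 1.91. LTB lay near 0 after CAF S1-CM (0.0733 ± 0.0666 FPKM), so its fold is poorly measured. Camera with a preset correlation also called 7 to 12 of 29 lists when the samples were split so that the groups were mixed. Such splits keep part of the difference between the groups, so these calls do not measure false calls.
The pathway's members were overrepresented among the 2586 protein-coding genes higher (odds ratio 2.45, one-sided Fisher's exact test, p = 1.84e-04, Benjamini-Hochberg adjusted p = 6.65e-04 over 29 lists). The study reported this pathway as enriched in these same samples, so the list is not independent evidence. The adjusted p was 0.0574 without CAF R1-CM replicate 3 and 0.00459 to 0.0227 without each of the others, and by camera, which weighs all members against the other genes, it was 0.166 (0.0121 and 0.0140 with the 2 loess scalings, also chosen after seeing the data; adjusted p = 0.200 with an estimated correlation). The paper predicts sites for HIF-1, p65 and STAT3 upstream of UPK1A-AS1 and adds its KEGG analysis of these samples. With further experiments it concludes that UPK1A-AS1 is a direct target of p65.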

We further confirmed the level of p-p65 in human pancreatic cancer tissues and found that the phosphorylation of p65 was upregulated in the tumor samples from the platinum-resistant patients but not in those from the platinum-sensitive patients (Fig. 4D). Luciferase reporter assays showed increased luciferase activity in the UPK1A-AS1 promoter in the IL8-treated Panc-1 cells compared with the negative control (siNC) cells, and inhibiting p65(sip65#1 and sip65#2) abrogated the above transcription-enhancing effect of IL8 (Fig. 4E). Three potential binding sites in the genomic sequences of the promoter regions of the UPK1A-AS1 locus—namely, P1, P2 and P3 (Fig. 4F, G)—were predicted with the JASPAR database. The chromatin immunoprecipitation (ChIP) assay revealed that p65-P1 directed binding to the UPKA1-AS promoter (−1557 nt/−1566 nt) in the IL8-treated Panc-1 cells (Fig. 4H). In addition, only the reporter containing the p65-P1 binding site exhibited significantly increased luciferase activity in the IL8-treated Panc-1 cells (Fig. 4I). Based on these results, we identified UPK1A-AS1 as a direct transcriptional target of p65.

**Fig. 4:**
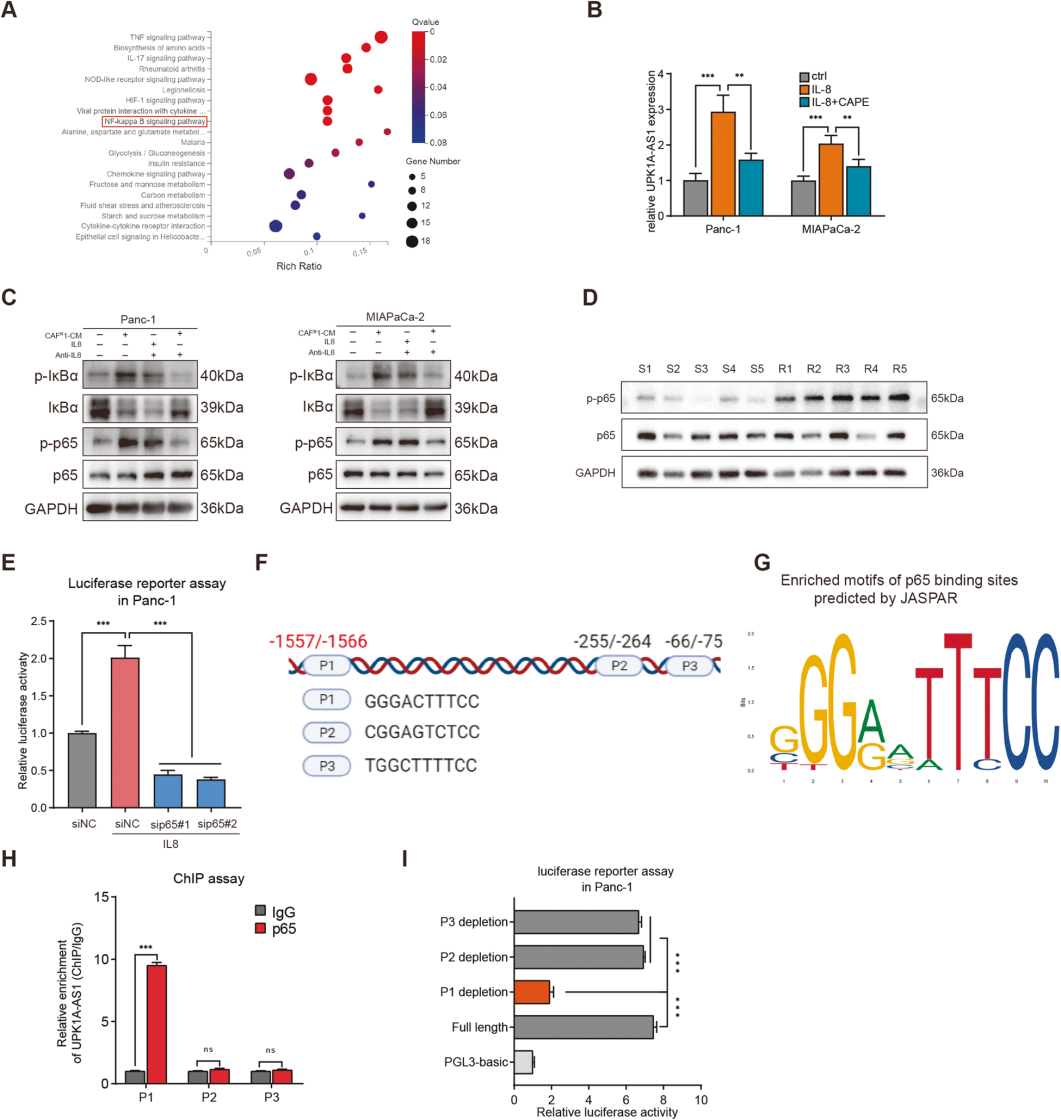
CAF^R^-derived IL8 activated the NF-κB signaling pathway to upregulate UPK1A-AS1. **A** Top 20 upregulated pathways were plotted based on the enriched gene ratio and *p* value in Panc-1 cells treated with CAF^R^1-CM compared to CAF^S^1-CM. **B** UPK1A-AS1 expression in Panc-1 and MiaPaCa-2 cells treated with IL8 (100 ng/ml) alone or IL8 and CAPE (2 μM) together for 3 days. **C** Western blot analysis of IκBα, p-IκBα, p65, and p-p65 protein expression in Panc-1 and MiaPaCa-2 cells treated with CAF^R^1-CM or IL8. A neutralizing antibody against IL8 was used to deplete IL8 in CAF^R^1-CM. **D** Western blot analysis of p65, and p-p65 protein expression in PDAC tissues from platinum-resistant patients and platinum-sensitive patients. **E** Luciferase reporter assays of Panc-1 cells transfected with a reporter plasmid containing the UPK1A-AS1 promoter, and treated with IL8 or p65 depletion. **F**, **G** A conserved p65-binding motif was predicted by JASPAR and schematic images of the potential p65 motif binding sites in the promoter of UPK1A-AS1 are shown. **H** ChIP analysis of the p65 occupancy at the promoter of UPK1A-AS1 in Panc-1 cells. **I** Luciferase reporter assays of Panc-1 cells treated with IL8 and transfected with reporter plasmids containing P1, P2 and P3 deletions in the UPK1A-AS1 promoter. The results are presented as the mean ± SD of three technical replicates. **P < 0.01; ***P < 0.001; ns no significance.

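Beside NF-κB targets, genes of the response to hypoxia, of glycolysis and of amino acid supply rose. Some genes count in several lists, so the lists are not separate evidence. Among others, CXCL1 and CXCL8 are in the NF-κB pathway, NF-κB target and cytokine lists, and LCN2 is in the NF-κB target and acute-phase lists. ICAM1, CXCL2, CXCL3 and NFKBIA are in both NF-κB lists, and CCL20 is in the NF-κB target and cytokine lists. SLC2A1 is in the HIF-1 and glycolysis lists, and DDIT4 in the HIF-1 and amino acid lists. Of 35 genes of the HIF-1 response, 32 were higher and 1 lower after CAF R1-CM (33 and 1 when adjusted over the list alone; limma), with a median log2 fold change of 1.50 and a camera adjusted p of 5.82e-24. BNIP3, a mitophagy receptor gene, rose from 26.5 ± 0.255 to 160 ± 2.43 FPKM (SD, n = 3 per group), DDIT4, an inhibitor of mTORC1, by 2.36 and NDRG1 by 3.52. HIF1A itself fell by 0.27 (adjusted p = 0.00494 from limma). Of 24 genes listed as glycolysis enzymes or glucose transporters, 21 were higher and none lower (22 and 0 when adjusted over the list alone). Those higher included the glucose transporter gene SLC2A1 at 1.69, GPI at 2.18 and ENO2 at 1.79. PCK2, at 1.97, is in this list although it encodes an enzyme outside glycolysis. The list had a camera adjusted p of 2.00e-16 (adjusted p = 0.0612 with an estimated correlation and 0.0458 without CAF R1-CM replicate 1). Of 41 genes of amino acid synthesis and transport in the ATF4 response, 38 were higher and none lower (1 lower without CAF R1-CM replicate 1; 38 and 1 when adjusted over the list alone; camera adjusted p = 4.46e-21), including the asparagine synthetase gene ASNS at 1.87 and the cystine transporter gene SLC7A11 at 2.38.
Of 26 chemokine and cytokine genes, 15 were higher and 1 lower (16 and 1 when adjusted over the list alone; camera adjusted p = 9.25e-08), including CCL20 at 3.11, CX3CL1 at 2.98 and CCL2 at 1.06. CCL20 lay near 0 after CAF S1-CM (0.0500 ± 0.0361 FPKM), so its fold is poorly measured. Of 13 acute-phase and innate defence genes, 9 were higher and 1 lower (10 and 1 when adjusted over the list alone; camera adjusted p = 1.05e-05), with LCN2 at 3.83, C3 at 3.41 and SERPINA3 at 2.80. Of 32 interferon-stimulated genes, 15 were higher and 1 lower (18 and 1 when adjusted over the list alone; camera adjusted p = 6.72e-06; adjusted p = 0.0612 with an estimated correlation), and none was lower without CAF S1-CM replicate 1 or 2 or CAF R1-CM replicate 2. Of 17 STAT3 response genes, 7 were higher and 4 lower, the same when adjusted over the list alone (camera adjusted p = 0.934), and STAT3 fell by 0.34. These counts were 4 and 3, 3 and 4, and 4 and 3 without CAF S1-CM replicate 1, 2 and 3, and 4 and 3 without CAF R1-CM replicate 2. Of 22 endoplasmic reticulum chaperone and unfolded protein response genes, 5 were higher and 6 lower (6 and 6 when adjusted over the list alone; camera adjusted p = 0.433), with 2 higher without each CAF S1-CM replicate or CAF R1-CM replicate 2 and 3 higher without CAF R1-CM replicate 3.
The medium came from fibroblasts. Of 12 fibroblast markers tested, 3 were higher and 1 lower (the same when adjusted over the list alone; camera adjusted p = 0.370): COL1A1 was at 20.4 ± 0.848 and 29.0 ± 1.16 FPKM, COL6A1 rose by 0.77 and COL5A1 fell by 0.54. Of 6 leukocyte markers none was higher or lower, also when adjusted over the list alone (camera adjusted p = 0.742; 1 higher without CAF R1-CM replicate 2). Of 5 endothelial markers 2 were higher and none lower (1 and 0 without each library other than CAF R1-CM replicate 2; 3 and 0 when adjusted over the list alone; camera adjusted p = 0.0488; adjusted p = 0.194 with an estimated correlation), and the camera value was 0.0592, 0.0878, 0.101 and 0.0547 without CAF S1-CM replicate 1 or 2 or CAF R1-CM replicate 1 or 3. With an estimated correlation and all samples, the HIF-1, amino acid, cytokine and acute-phase lists had adjusted p-values of 0.00921, 0.0350, 0.0245 and 0.0394. The HIF-1 list was at 0.0530 without CAF S1-CM replicate 3, and the amino acid list at 0.0759 to 0.0957 without each library other than CAF R1-CM replicate 1. Without each of the 6 libraries in turn, the cytokine list was at 0.0563 to 0.0957 and the acute-phase list at 0.0759 to 0.121. With equal FPKM totals, a scaling chosen after seeing the data, the 4 lists were at 0.0782, 0.166, 0.0618 and 0.0618.

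**Figure D3:**
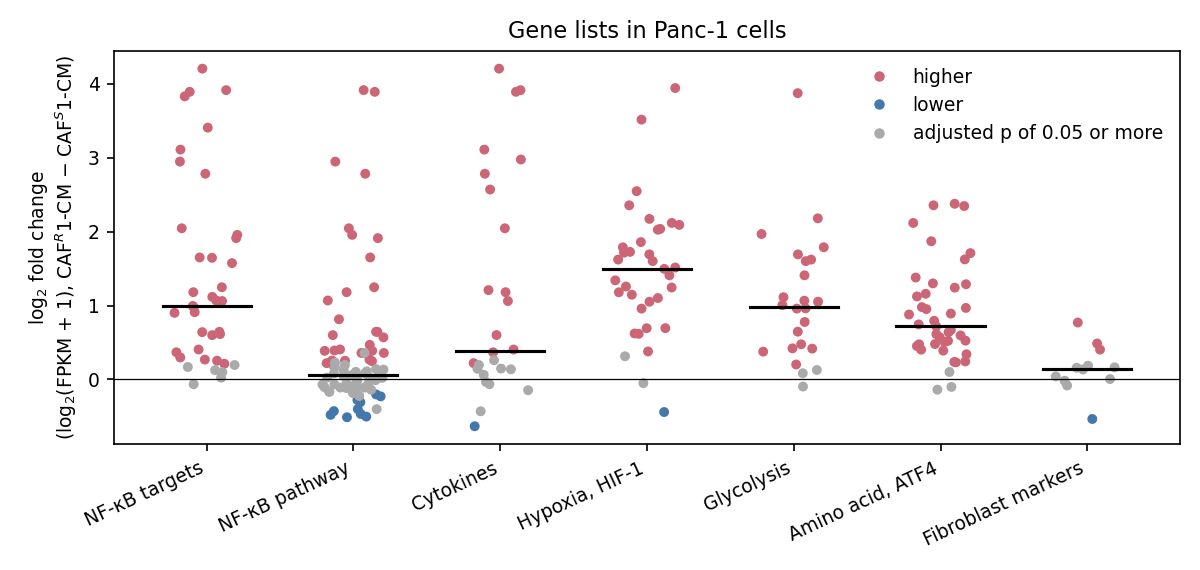
Log2 fold change on the log2(FPKM + 1) scale (y axis), CAF R1-CM against CAF S1-CM, of each gene tested in 7 gene lists. Points are genes, red if higher and blue if lower at an adjusted p under 0.05 (limma) and grey otherwise, and black lines are medians, 1.50 for the HIF-1 list and 0.15 for the fibroblast markers.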

### UPK1A-AS1 regulated CAF^R^-induced oxaliplatin resistance in vivo

We established a xenograft model of Panc-1 cells with the stable knockdown of UPK1A-AS1 (sh-UPK1A-AS1) or mock Panc-1 cells (sh-Neg) (Fig. 5A) by subcutaneous injection in nude mice. All mice were treated with oxaliplatin after the tumors reached 3 mm in diameter (Fig. 5B). Our data demonstrate that in the sh-Neg groups, the tumors in the group coinjected with CAF^R^1 grew faster than those in the control group (Panc-1 alone) or those coinjected with CAF^S^1, while the anti-IL8 neutralizing antibodies attenuated its effect. However, sh-UPK1A-AS1 markedly reduced the tumor volume and abrogated the chemoprotective effects of CAF^R^1 (Fig. 5C, D). In addition, the characteristics of animal tumor tissue were studied (Fig. S6A), less collagen deposition (Fig. S6B) and a more abundant iCAF population (Fig. S6C) were observed in the tumors coinjected with CAF^R^1. Consistently, the immunofluorescence analysis of γh2ax (Fig. S6D) and the TUNEL assay (Fig. S6E) showed that, only in the sh-Neg group, there was less DSBs and apoptosis in the tumor coinjected with CAF^R^1, which was attenuated by the anti-IL8 neutralizing antibodies. However, the chemoprotective effects of CAF^R^1 was abrogated by UPK1A-AS1 knockdown (Fig. S6D, E).

**Fig. 5:**
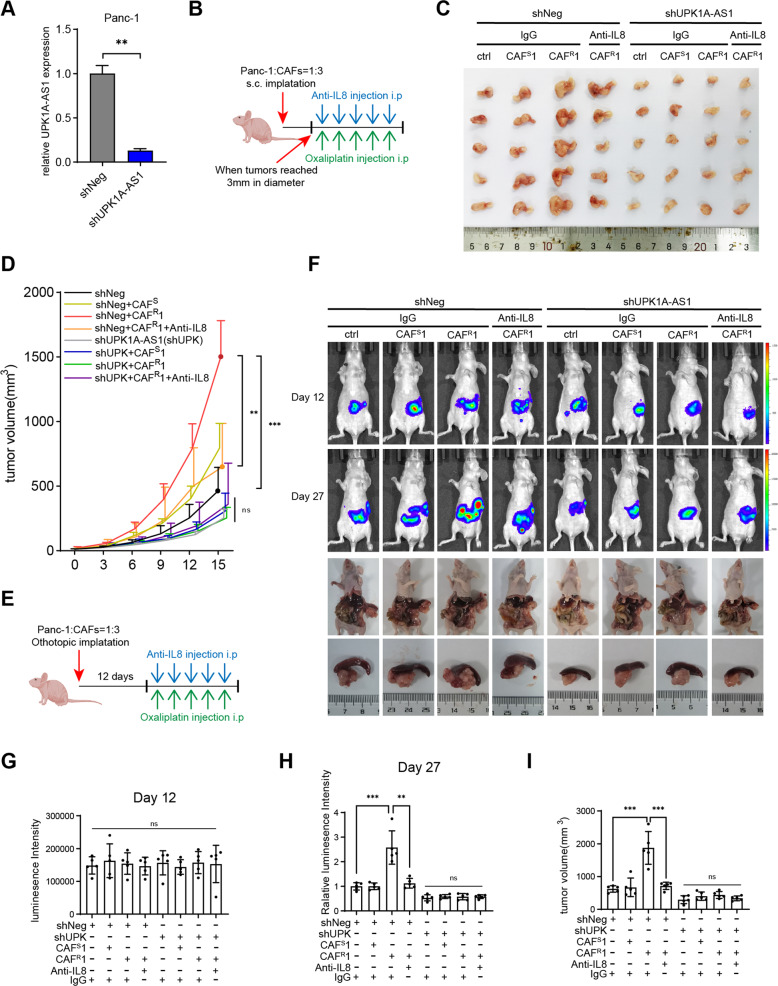
UPK1A-AS1 regulated CAFR-induced oxaliplatin resistance in vivo. **A** qRT-qPCR analysis of UPK1A-AS1 expression in Panc-1 transfected with shNeg or shUPK1A-AS1 lentivirus. **B** Once the tumors reached 3 mm in diameter, xenograft subcutaneous model receiving an anti-IL8 neutralizing antibody (20 mg/kg) and oxaliplatin (5 mg/kg) once every 3 days. **C** Representative images of xenograft subcutaneous model. **D** The changes of tumor volume were monitored and shown. **E** Xenograft orthotopic model receiving the same treatment as subcutaneous model 12 days after implantation. **F** Representative IVIS images and pancreatic tumors in orthotopic xenograft model. **G**, **H** Analysis of luminescence intensity in orthotopic xenograft model. The relative luminescence intensity = (X_day27_-X_day12_)/average(shNeg_day27_-shNeg_day12_). **I** Analysis of orthotopic tumor volume. The results are presented as the mean ± SD. *N* = 5/per group, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. ns no significance.

Furthermore, we analyzed the effect of UPK1A-AS1 in an orthotopic xenograft model. Luciferase-labeled Panc-1 cells were orthotopically implanted into the pancreas of nude mice, and oxaliplatin chemotherapy was administered 12 days after the pancreatic implantation (Fig. 5E). We observed that all groups initially exhibited the same level of IVIS (in vivo imaging system) signal on day 12 (Fig. 5F, G), while on day 27, in the sh-Neg groups, the mice that received the CAF^R^1 coinjection exhibited stronger fluorescence intensity in the pancreas and harbored larger tumors than the control mice or the mice received the CAF^S^1 coinjection, and this effect was attenuated by the anti-IL8 neutralizing antibodies (Fig. 5F, H, I). Conversely, sh-UPK1A-AS1 exhibited the opposite effect and abrogated the chemoprotective effects of CAF^R^1 (Fig. 5F, H, I). In addition, the characterization of the orthotopic tumor tissues of each group remained the same as that of the subcutaneous model (Fig. S6F–J). Collectively, these results support the idea that the secretion of IL8 by CAF^R^ activated the NF-κB pathway in the pancreatic cancer cells, resulting in the upregulation of UPK1-AS1 and thereby facilitating oxaliplatin resistance in pancreatic cancer.

### UPK1A-AS1 interacted with the DSB repair proteins Ku70 and Ku80

To further examine the subcellular localization of UPK1A-AS1, subcellular fractionation and fluorescence in situ hybridization (FISH) assays were conducted. Most UPK1A-AS1 transcripts were localized in the nuclear region (Fig. 6A, B). To explore whether UPK1A-AS1 binds nuclear protein partners involved in platinum resistance, we performed an RNA pull-down assay with nuclear extract by using a biotinylated UPK1A-AS1. The results showed that two apparent bands at ~70 kDa and 90 kDa were enriched by biotinylated UPK1A-AS1 (Fig. 6C). The apparent bands were validated as Ku70 (XRCC6) and Ku80 (XRCC5) by mass spectrometry (Fig. 6D), and further confirmed by western blotting analysis (Fig. 6E). Ku70 and Ku80 form a key element, the Ku heterodimer, to initiate rapid recognition of DSBs in the nonhomologous end joining (NHEJ) pathway [33]. The enrichment of UPK1A-AS1 by Ku70 and Ku80 was confirmed by RNA immunoprecipitation (RIP), validating the interaction between the Ku heterodimer and UPK1A-AS1 (Fig. 6F). Furthermore, the serial deletion analysis confirmed that the 600–813 nt and 200–400 nt regions of UPK1A-AS1 were indispensable for its direct interaction with Ku70 and Ku80, respectively (Fig. 6G). The sequence analysis with POSTAR2 indicated two sequence motifs and the structural preference of the binding sites for Ku70 and Ku80, which were located in the 704–769 nt (region A) and 252–308 nt (region B) regions of UPK1A-AS1 and formed a stem-loop structure (Fig. 6H). The RIP assay also showed that the enrichment of UPK1A-AS1 by Ku70 and Ku80 was attenuated after site-directed mutagenesis of regions A and B (Fig. 6I).

**Fig. 6:**
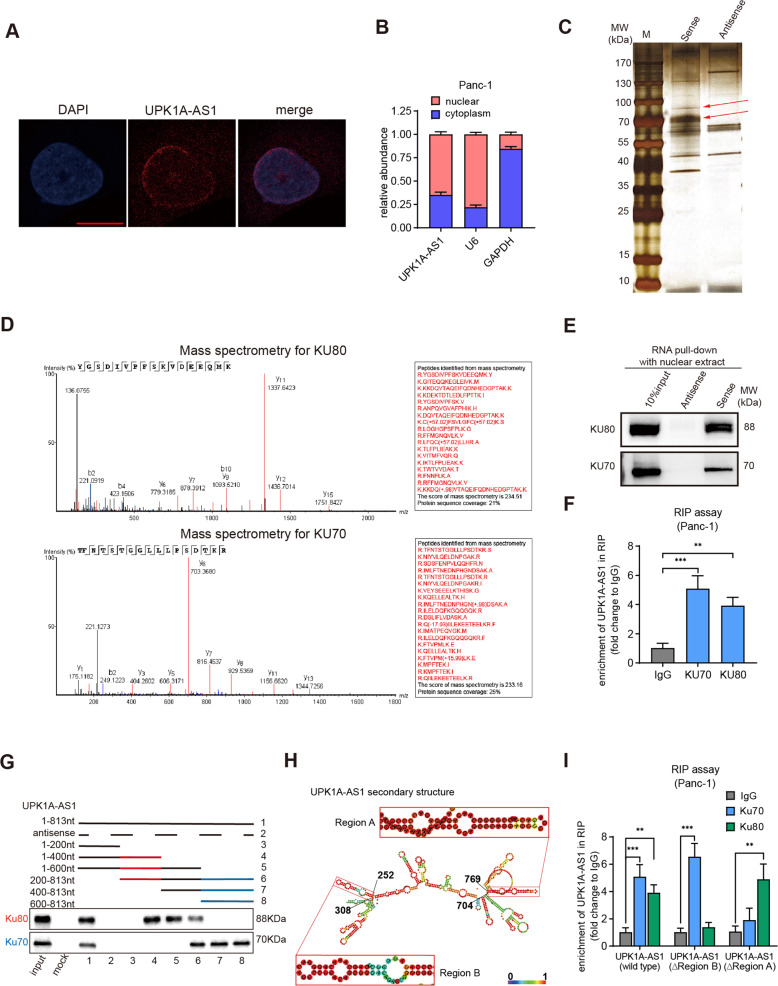
UPK1A-AS1 interacted with the DSB repair proteins Ku70 and Ku80. **A** Representative FISH images showing the cellular localization of UPK1A-AS1. The UPK1A-AS1 probe was labeled with Cy3 (red), and the nuclei were stained with DAPI (blue). Scale bar = 10 μm. **B** qRT-qPCR analysis following subcellular fractionation of UPK1AS-AS1. **C** Silver staining of UPK1A-AS1-associated nuclear proteins. Two specific bands (arrow) were excised and subjected to mass spectrometry (**D**) MS identification of UPK1A-AS1-binding proteins. **E** Western blot analysis of Ku70 and Ku80 using protein samples enriched by biotinylated UPK1A-AS1 sense and antisense RNAs. **F** Fold enrichment of UPK1A-AS1 in RNA samples precipitated with Ku70, Ku80 or IgG antibody in Panc-1 cells. **G** Western blot analysis of Ku70 and Ku80 using protein samples enriched by serial deletions of UPK1A-AS1. **H** RNAalifold predicted the secondary structure of UPK1A-AS1. The insects indicated Ku70 and Ku80 binding stem-loop structures in UPK1A-AS1. **I** Fold enrichment of UPK1A-AS1 in RNA samples precipitated with Ku70, Ku80 or IgG antibody after site-directed mutagenesis of region A and region B of UPK1A-AS1 in Panc-1 cells. The results are presented as the mean ± SD of three technical replicates. **P < 0.01; ***P < 0.001.

### The CAF^R^/IL8/UPK1A-AS1 axis regulated the efficiency of NHEJ-dependent DSB repair

Given that UPK1A-AS1 binds the Ku heterodimer, which is responsible for sensing DSBs in the NHEJ pathway [33], next, we examined whether DSB repair was altered by the CAF^R^/IL8/UPK1A-AS1 axis. A neutral comet assay was performed 10 h after the treatment with oxaliplatin. Shorter comet tails were observed in the human recombinant IL8- and CAF^R^-CM-treated groups, while the anti-IL8 neutralizing antibodies and UPK1A-AS1 knockdown attenuated the effect of CAF^R^1-CM and CAF^R^2-CM on reducing the lengths of the comet tails (Figs. 7A and S7A), as determined by measuring the tail moment (Figs. 7B and S7B). This finding was further confirmed by the difference in the level of γh2ax at different time points after the oxaliplatin treatment. The level of γh2ax 1 h after the oxaliplatin treatment suggested that the same amount of DSBs was generated. While the levels of γh2ax in the IL8- and CAF^R^-CM-treated groups were lower than those in the control group 10 h after the oxaliplatin induction, the γh2ax levels remained high in the anti-IL8 neutralizing antibody-treated group and UPK1A-AS1 knockdown group (Figs. S7C, D). In addition, the number of γh2ax-positive foci 10 h after the oxaliplatin induction validated this result (Figs. 7C, D and S7E, F).

**Fig. 7:**
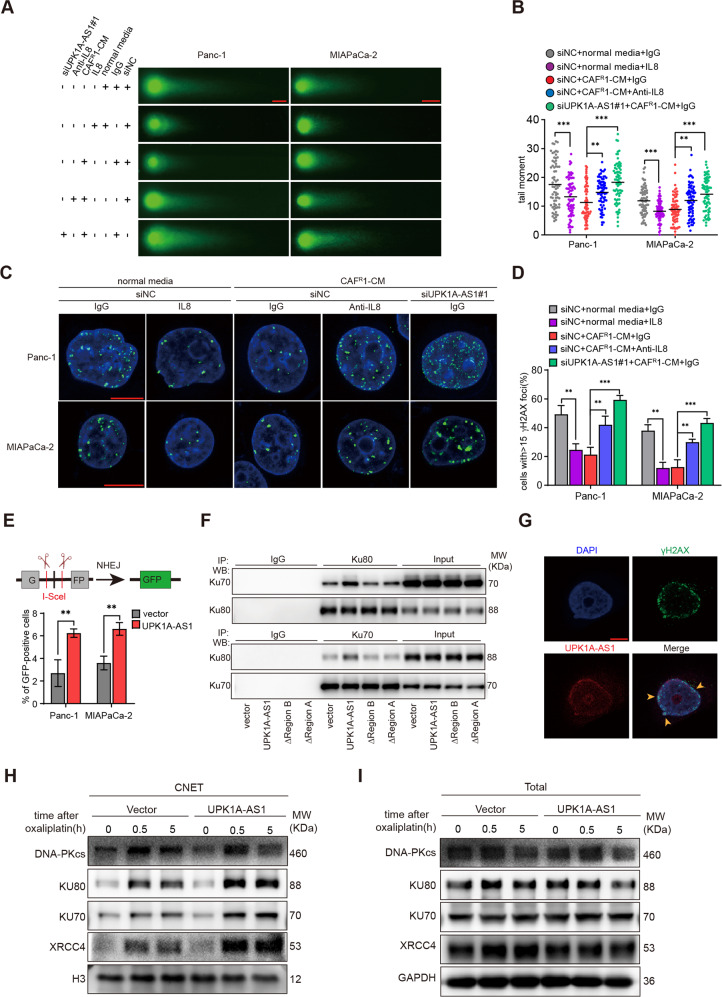
The CAF^R^/IL8/UPK1A-AS1 axis facilitated NHEJ pathway via the scaffold function of UPK1A-AS1. IL-8 (100 ng/ml), an anti-IL8 neutralizing antibody (250 ng/ml), and CAF^R^-CM were given to each group as indicated for 3 days. Panc-1 and MIAPaCa-2 cells were treated with 50 μM oxaliplatin and 30 μM oxaliplatin, respectively, in all experiments. **A** Oxaliplatin-induced DNA damage in control and UPK1A-AS1 knockdown Panc-1 and MIAPaCa-2 cells was measured by neutral comet assay. Scale bar = 10 μm. **B** Levels of oxaliplatin-induced DNA damage, quantified by the tail moment in the neutral comet assay. In total, 70 cells per group are counted. **C** Representative pictures of γH2AX-positive foci in each group. Scale bar = 10 μm. **D** Quantification of the number of γh2ax positive foci in each group. At least 40 cells per group are counted. **E** NHEJ-mediated DNA repair efficiency was measured by a pimEJ5-GFP reporter assay, in Panc-1 and MIAPaCa-2 cells transfected with control vector or UPK1A-AS1, and three technical replicates were performed. **F** Levels of Ku70 and Ku80 in the complex pulled down by Ku80 (upper panel) and Ku70 (lower panel) specific antibodies, in Panc-1 cells transfected with control vector, UPK1A-AS1 and mutated UPK1A-AS1 of region A and region B. **G** Fluorescence assessment of UPK1A-AS1 and γH2AX colocalization in Panc-1 cells. Scale bar = 5 μm. Representative images of western blotting analyses of DNA-PKcs, Ku70, Ku80 and XRCC4 in CNETs (**H**) and total proteins (**I**) of Panc-1 cells. The results are presented as the mean ± SD. **P < 0.01; ***P < 0.001.

To further determine whether NHEJ is the pathway affected by UPK1A-AS1, we performed pimEJ5-GFP reporter assays, in which DSBs in the reporter plasmid induced by the I-SceI endonuclease can be repaired only via NHEJ, and GFP fluorescence is observed after the repair of DSBs [34]. A significant increase in the number of GFP-positive cells was detected by flow cytometry when the tumor cells were transduced with UPK1A-AS1, indicating that NHEJ-dependent DSB repair was promoted (Fig. 7E). Taken together, these results suggest that the CAF^R^/IL8/UPK1A-AS1 axis facilitated NHEJ-dependent DSB repair.

### UPK1A-AS1 served as a molecular scaffold for Ku70 and Ku80

To further explore the mechanism by which UPK1A-AS1 regulates the NHEJ pathway, we examined the influence of UPK1A-AS1 on the interaction between Ku70 and Ku80 by co-immunoprecipitation (co-IP). In the UPK1A-AS1-overexpressing cells, there was a stronger interaction between Ku70 and Ku80 after the oxaliplatin treatment (Fig. 7F). However, site-directed mutagenesis of both regions A and B attenuated the effect of UPK1A-AS1 overexpression (Fig. 7F). Next, we examined the localization of γh2ax and UPK1A-AS1 by FISH. Surprisingly, the localization of γh2ax overlapped with that of UPK1A-AS1 (Fig. 7G). In addition, repair factors, including DNA-PKcs and XRCC4, are recruited to DSB sites following the initiation of NHEJ by the Ku heterodimer [35]. Chromatin-bound nuclear extract (CNET) was obtained after the oxaliplatin induction. Significant increases in Ku70, Ku80, DNA-PKcs, and XRCC4 binding to chromatin were observed in the UPK1A-AS1-overexpressing cells immediately and 5 h after the drug treatment (Fig. 7H), while the total levels of these factors remained stable and similar between the vector and overexpression groups (Fig. 7I). Based on these results, we elucidated that UPK1A-AS1 enhanced the interaction between Ku70 and Ku80 and was required for both effective DSB sensing and the binding of the Ku heterodimer to damaged chromatin during NHEJ-dependent DSB repair.

### Inhibition of the NHEJ pathway overcame UPK1A-AS1-induced resistance to oxaliplatin

Since UPK1A-AS1 was demonstrated to regulate oxaliplatin resistance and the NHEJ pathway, we further studied the effect of SCR7 [36], an NHEJ pathway inhibitor, on the oxaliplatin resistance conferred by UPK1A-AS1. SCR7 was used alone or in combination with oxaliplatin. In both cancer cell lines, compared to the vector-transfected cells, the UPK1A-AS1-overexpressing cells exhibited fewer γh2ax foci after the oxaliplatin exposure, as expected. The SCR7 treatment alone had almost no effect on the tumor cells. However, the SCR7 treatment successfully sensitized these resistant cells to oxaliplatin, as shown by the nonsignificant difference in the number of γh2ax foci between the vector- and UPK1A-AS1-overexpressing cells under the combination treatment with SCR and oxaliplatin (Fig. S8A–D). This result was confirmed by a western blot analysis (Fig. S8E, F). Taken together, these results again suggest the involvement of UPK1A-AS1 in DSB repair and that treatment with an NHEJ pathway inhibitor might overcome UPK1A-AS1-induced oxaliplatin resistance.

### UPK1A-AS1 overexpression was correlated with a poor prognosis in PDAC

To demonstrate the clinical implications of IL8 and UPK1A-AS1 in platinum-based chemotherapy, we selected a cohort of 75 patients with advanced PDAC who received platinum-based chemotherapy. Consistent with the in vitro observations, in situ hybridization (ISH) and immunohistochemical (IHC) staining showed that the platinum-resistant patients expressed higher levels of IL8 and UPK1A-AS1 than the platinum-sensitive patients (Fig. 8A–C). In addition, IL8 expression was positively correlated with UPK1A-AS1 expression (Fig. 8D). Continuous monitoring of the serum IL8 levels in the patients undergoing platinum-based chemotherapy demonstrated that the platinum-resistant patients had higher serum IL8 levels than the platinum-sensitive patients, and that the IL8 levels in the platinum-resistant patients gradually increased (Fig. 8E). Based on the dataset collected from Sun Yat-sen Memorial Hospital and Guangdong Province People’s Hospital, the Kaplan–Meier analysis indicated that the patients with higher UPK1A-AS1 expression had a shorter PFS than those with lower UPK1A-AS1 expression (Fig. 8F). Interestingly, importantly, there was no significant difference in PFS regardless of the UPK1A-AS1 level in the patients who received other chemotherapeutic regimens without platinum (Fig. 8G). Collectively, these findings indicate that CAF^R^ regulates the NHEJ pathway via IL8 paracrine-dependent activation of UPK1A-AS1 expression to induce platinum resistance in pancreatic cancer (Fig. 8H).

**Fig. 8:**
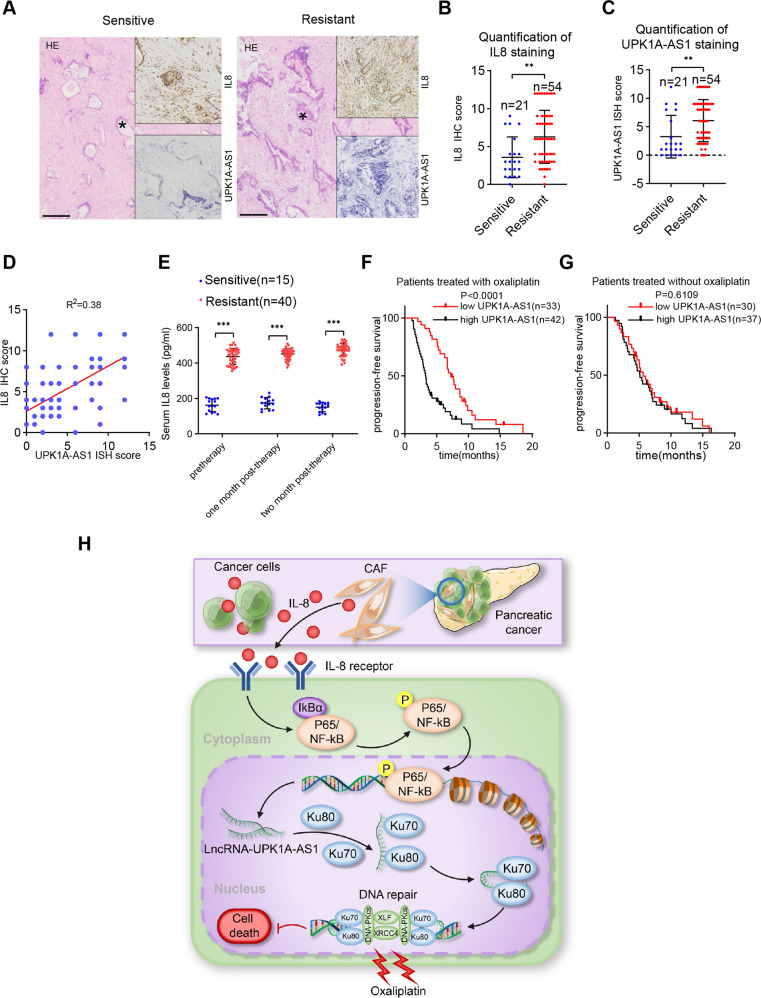
UPK1A-AS1 overexpression correlates with a poor prognosis in PDAC. **A** Representative image of ISH of UPK1A-AS1 and IHC for IL8. Scale bars = 200 μm. Quantification of IL8 (**B**) and UPK1A-AS1 (**C**) staining in tumors from platinum-sensitive and platinum-resistant patients. The results are presented as the mean ± SD of 21 and 54 biological replicates, respectively. **D** Correlation between UPK1A-AS1 expression and IL8 protein levels in PDAC tissues. **E** ELISA analysis of the serum IL-8 levels in platinum-resistant patients and platinum-sensitive patients. The results are presented as the mean ± SD. **F** Kaplan–Meier survival curves of patients who received platinum-based chemotherapy with high or low UPK1A-AS1 expression. **G** Kaplan–Meier survival curves of patients who received chemotherapy without platinum with high or low UPK1A-AS1 expression. **H** Graphical illustration of CAF^R^ derived IL8 mediating UPK1A -AS1 activation in PDAC cells to induce oxaliplatin resistance. **P < 0.01; ***P < 0.001.

## Discussion

Chemotherapeutic resistance is a great challenge in the treatment of pancreatic cancer patients. Emerging evidence suggests that the TME confers innate resistance to chemotherapy [37]. As the major cell population in the tumor stroma, CAFs are largely responsible for the increased chemoresistance in PDAC. Recently, we found that CAFs promote gemcitabine resistance in pancreatic cancer via the TGF-β1/SMAD2/3 pathway and ABCC1 transactivation [38] and revealed that epigenetic modification mechanisms drive gemcitabine resistance in PDAC via LLGL1-associated phosphorylation of ER signaling pathway components [39]. However, prior to this research, knowledge regarding how lncRNAs in the TME mediate platinum resistance in PDAC was limited. Here, we identified that a higher iCAF density after platinum-based chemotherapy was associated with a worse prognosis in pancreatic cancer patients and that primary CAFs isolated from samples from chemoresistant patients conferred oxaliplatin resistance on pancreatic cancer cell lines. Furthermore, using antibody microarrays of CAFs from pancreatic cancer patients who received platinum-based chemotherapy, we demonstrated that paracrine IL8 is essential for CAF-induced oxaliplatin resistance in PDAC cells. Mechanistically, CAF-derived IL8 modulated the NF-κb/UPK1A-AS1 axis, thereby further enhancing the efficiency of NHEJ repair of DNA damage in pancreatic cancer cells to confer platinum resistance. To the best of our knowledge, this report is the first to provide insight into lncRNA-mediated epigenetic crosstalk between CAFs and pancreatic cancer cells to mediate oxaliplatin resistance, and our findings emphasize that the IL8/UPK1A-AS1 axis may constitute a novel therapeutic target for overcoming platinum resistance in pancreatic cancer patients.

Contrast studies have revealed that CAFs may play opposite tumorigenic roles in cancer development and are derived from pancreatic stellate cells, resting fibroblasts and bone marrow-derived precursors, indicating diversity and heterogeneity in CAF fate and function [40]. To identify a platinum chemotherapy-associated CAF subset in human pancreatic cancer, we compared the cytokine profiles of CAFs from tumors that were sensitive or resistant to platinum-based chemotherapy. A CAF subset with a high level of IL8 secretion that was particularly abundant in chemoresistant tumors was identified. This subset of CAFs was found to induce oxaliplatin resistance in pancreatic cancer cells by CM treatment in vitro and in a coinjection orthotopic xenograft model in vivo. Consistent with our findings, Jing et al. showed that IL8 derived from CAFs from patients with advanced gastric cancer was associated with a poor response to platinum-based neoadjuvant chemotherapy [29]. Su et al. further revealed that a new highly protumorigenic subset of CAFs promoted chemoresistance in cancer cells by upregulating the expression of IL8 and IL-6, which formed a protective layer surrounding cancer stem cells [28]. In the present study, we found that the serum IL8 level in pancreatic cancer patients with resistance to platinum-based chemotherapy was higher than that in chemosensitive patients, and that the administration of platinum-based adjuvant chemotherapy resulted in more significant differences in the IL8 level between the two groups of patients. Our data suggest that the serum level of IL8 may indicate both intrinsic and acquired chemoresistance and may be a potential marker to evaluate the response to platinum-based chemotherapy in pancreatic cancer. The association between the CAF subtypes and platinum resistance in pancreatic cancer has not been reported. We revealed for the first time that CAFs from patients with platinum-resistant pancreatic cancer are mainly characterized as iCAF subtype, suggesting that the precise targeting of iCAFs may facilitate to the improvement in platinum resistance in pancreatic cancer. Interestingly, Giulia et al. provided a novel idea that targeting iCAFs may be beneficial in the following two ways: first, depleting iCAFs could directly reduce the secretion of inflammatory factors, including IL-6and LIF factors, thereby eliminating their effect on the activation of the JAK/STAT pathway in PDAC cells, and second, it may be possible to induce a suppressive effect on PDAC by converting the iCAF subtype to the myCAF subtype [41]. Our study emphasizes that the precise targeting of iCAFs also provides an opportunity to improve platinum resistance via the inhibition of IL8-induced DSB repair in PDAC cells. Exploring and confirming whether improvement in platinum resistance in the future can be combined with the inhibition of iCAF subtype agents, including JAK inhibitors or some activators of TGF-β signaling, requires further research. Whether platinum-based regimens combined with inhibitors of iCAF subtype, such as JAK inhibitors or TGF-β signaling agonists, can improve the prognosis of pancreatic cancer patients requires further exploration. Interestingly, in our cohort of 75 PDAC patients, we found germline mutations BRCA2 or PALB2 in 4 patients (Table 1), all of whom were platinum-sensitive, which is consistent with previous finding [17, 42, 43]. It is thought-provoking that whether the targeting of iCAFs combined with platinum-based therapy and PARP inhibitors can benefit pancreatic cancer patients with germline mutations requires further exploration.

To explore the role of the lncRNAs underlying the regulatory effects of heterogeneous CAF populations on platinum-based chemoresistance in tumor cells, we identified differentially expressed lncRNAs in pancreatic cancer cells treated with CAF^S^-CM and CAF^R^-CM. We identified an IL8-induced lncRNA, UPK1A-AS1, essential for the ability of CAFs to confer oxaliplatin resistance on PDAC cells both in vitro and in vivo. Recently, UPK1A-AS1 was revealed to play an oncogenic role in hepatocellular carcinoma and protect tumor cells against cisplatin toxicity by mediating the nuclear translocation of EZH2 and competing with miR-138-5p endogenously [44]. In contrast, Yuree et al. determined that UPK1A-AS1 functions as a tumor inhibitor by enhancing the mRNA stability of UPK1A under hypoxic conditions in lung and bladder carcinoma cells [45]. An analysis of RNA-seq data in TCGA datasets revealed the tissue- or disease-specific context of UPK1A-AS1 [44], indicating that the molecular functions of UPK1A-AS1 may exert diverging effects in an organ-dependent manner. In particular, our work is the first to determine the role of UPK1A-AS1 in TME-mediated platinum resistance in PDAC. In addition to revealing the prognostic value of UPK1A-AS1 in PDAC, we discovered that UPK1A-AS1 may serve as a biomarker for the prediction of the response to platinum-based chemotherapy in PDAC patients.

Accumulating studies have substantiated that IL8 drives chemoresistance in various cancers. Recently, two preclinical studies demonstrated the mechanisms by which IL8 mediates platinum resistance by transactivating ATP-binding cassette transporters, i.e., ABCB1 in gastric cancer cells [29] and ABCB5 in tumor-initiating cells of malignant pleural mesothelioma [46]. Impressively, Wang et al. revealed a novel TME-associated mechanism by which CAF-induced IL8 mediates the phosphorylation of BRD4, leading to epigenetic remodeling and BET inhibitor resistance in colorectal cancer [47]. To the best of our knowledge, this study is the first to assess the role of lncRNAs in IL8 associated platinum resistance in PDAC.

The mechanism underlying the differential expression of UPK1A-AS1 in tumors has not been reported. In the present study, we confirmed that CAF^R^-CM is sufficient to activate NF-κB signaling via IL8, and the subsequent increase in UPK1A-AS1 expression was identified as a key driver of downstream events in NF-κB signaling. In addition, a disruption of the NF-κB pathway completely abrogated CAF^R^-CM-induced UPK1A-AS1 expression. As expected, we identified conserved κB sites of the NF-κB subunit p65 in the UPK1A-AS1 promoter, and the inhibition of endogenous p65 expression was sufficient to eliminate the promoter activity of UPK1A-AS1 in PDAC cells. In addition, the activation of UPK1A-AS1 transcription via the NF-κB signaling pathway depends on the recognition of p65 protein sites at the 1557 nt/−1566 nt promoter region. Driven mainly by inflammatory cytokines in the TME, the constitutive activation of NF-κB is widely considered a key mediator of cancer development. The key role of NF-κB signaling in the downstream regulation of lncRNAs has recently been gradually revealed. Upregulated lncRNA NKILA expression via NF-κB signaling participates in the negative feedback loop of NF-kB regulation, and thus, contributes to the metastasis and poor prognosis of breast cancer [48]. Similarly, the NF-κB signaling activation-mediated upregulation of the lncRNA LINC00665 facilitates hepatic cancer progression by mediating a positive feedback loop in the NF-κB pathway [49]. Previous studies have identified the active role of NF-κB signaling in counteracting the cytotoxic effects of platinum-based chemotherapy through the upregulation of antiapoptotic genes [50, 51], and an inhibitor of the NF-κB pathway was shown to potentiate the cytotoxicity of the chemotherapeutic agent oxaliplatin in PDAC cells [52]. In the context of the TME, our preclinical study further underlined the rationality of inhibiting NF-κB activity to reverse platinum resistance in pancreatic cancer. In addition, the findings related to the downstream regulation of UPK1A-AS1 shed light on a novel NF-κB regulatory mechanism and have clinical implications.

To gain mechanistic insight into the function of UPK1A-AS1, we studied the UPK1A-AS1-binding proteome and identified Ku70/Ku80 as protein partners involved in platinum resistance. Furthermore, we elucidated that UPK1A-AS1 is required for effective DSB sensing and for promoting the binding of the Ku heterodimer to damaged chromatin during NHEJ repair of DSBs. With the development of chemotherapeutic agents to induce DNA damage, the role of lncRNAs in DNA repair has recently been gradually revealed. DSBs represent the most significant DNA damage, and their repair involves HR and NHEJ. In eukaryotic cells, NHEJ is the preferred pathway for DSB repair due to its faster activity and versatility throughout the cell cycle [53]. In DSB repair via NHEJ, an initial synaptic complex is formed by Ku proteins after the recruitment of other NHEJ factors, including DNA-PKcs, XRCC4, XLF, APLF, and PAXX [54]. In the context of complex NHEJ, publications have noted that NHEJ factors exhibit a high binding affinity for lncRNAs, such as LINP1, SNHG12 and LRIK, and contribute to the DNA damage response [54–56]. Importantly, we provided evidence suggesting that UPK1A-AS1 serves as a molecular scaffold for Ku70 and Ku80, further functions to stabilize the binding of the Ku complex to DNA and enhances the efficiency of DSB repair. Interestingly, we confirmed the heterogeneous interactive regions between Ku70-UPK1A-AS1 and Ku80-UPK1A-AS1 complexes, both of which were indispensable for the stability of Ku70 and Ku80 and the binding of the initial synaptic complex to DNA, indicating that the versatile functions of UPK1A-AS1 may not only strengthen the Ku70/Ku80 heterodimer but also potentially enhance the crosslinking between Ku70/Ku80 heterodimers for binding DSBs during NHEJ. Collectively, these results revealed that UPK1A-AS1 serves as a scaffold for and enhancer of the NHEJ machinery and confers platinum resistance on PDAC cells, which could be explored as a targetable vulnerability.

In summary, we demonstrated a TME-mediated mechanism that enhances the efficiency of NHEJ repair of DNA damage in pancreatic cancer cells and contributes to resistance to platinum-based chemotherapy. In this context, IL8-induced UPK1A-AS1 functions as a key factor in the crosstalk between CAFs and cancer cells, supporting the urgent need for the development of rational strategies that target the IL8/UPK1A-AS1 axis to overcome platinum resistance in pancreatic cancer patients.

## Material and methods

### Patients and clinical sample

Tumor biopsy samples were collected from 75 patients with advanced PDAC who underwent first-line platinum-based chemotherapy at the Sun Yat-Sen Memorial Hospital and Guangdong Provincial People’s Hospital between 2016 and 2021. The baseline characteristics of the enrolled patients were showed in Table 1. None of the patients had received other chemotherapies, radiotherapy, immunotherapy or targeted therapy prior to the first-line platinum-based chemotherapy. Specifically, patients received platinum-based chemotherapy regimens of mFOLFIRINOX (oxaliplatin 60 mg/m^2^, irinotecan 150 mg/m^2^, and leucovorin 400 mg/m^2^ on day 1 and 46 h continuous infusion of 5-FU 2400 mg/m^2^ on days 1–2 every 2 weeks), or GemOx (gemcitabine 1000 mg/m^2^ on day 1 and day 8, and oxaliplatin 100 mg/m^2^ on day1 every 3 weeks), or GP (gemcitabine 1000 mg/m^2^ on day 1 and day 8, and cisplatin 75 mg/m^2^ on day 1 every 3 weeks). Therapeutic effects were evaluated according to the Response Evaluation Criteria in Solid Tumors [RECIST], version 1.1 [57]. Four months after the start of chemotherapy as the evaluation point, Complete Response (CR) and Partial Response (PR) were classified as chemosensitive, while Stable Disease (SD) and Progressive Disease (PD) were classified as chemoresistant. PFS was defined as the time interval from the date of chemotherapy to the date of disease progression event occurrence. All related procedures were performed with the approval of the Ethical Committee of the indicated hospitals.

### Immunofluorescence

Using paraffin-embedded samples, a PANO four-plex IHC kit (0001100020, PANOVUE, Beijing, China) was used for multiple immunofluorescence assays according to the manufacturer’s protocol. The antibodies used in this study are listed in Table S2.

Using cells, immunofluorescence was performed as previously described [58]. In brief, appropriate numbers of cells were grown on confocal dishes the day before the experiments. Panc-1 and MIAPaCa-2 cells were treated with 50 μM oxaliplatin and 30 μM oxaliplatin for 1 h and then harvested at the indicated time points. After fixation and permeabilization, the slides were incubated with antibodies against γH2AX overnight at 4 °C. Subsequently, the washed slides were incubated with Alexa Fluor 488-conjugated secondary antibodies and the nuclei were counterstained with DAPI. Finally, the immunofluorescence signals were detected by a confocal fluorescence microscope (Carl Zeiss AG, Germany). The antibodies used in this study are listed in Table S2.

### Cell lines and cell culture

The human pancreatic cancer cell lines Panc-1 and MIAPaCa-2 were purchased from ATCC (American Type Culture Collection, Rockville, MD, USA). All cells were maintained in DMEM supplemented with 10% fetal bovine serum (FBS, BI, Israel) and 1% penicillin/streptomycin and cultured at 37 °C in humidified air with 5% CO_2_.

### Primary human CAFs isolation and culture

CAFs were isolated from fresh PDAC samples by using a Human Tumor Dissociation Kit (130-095-929, Miltenyi Biotec, Germany). Briefly, the tissues were minced and digested into single-cell suspensions. After filtration with 70 mm cell strainers, the stromal fraction was collected by centrifugation at 250 *g* for 5 min and incubated with DMEM and 15% FBS. Magnetic-activated cell sorting with anti-FSP (fibroblast-specific protein) was used to purify the primary human CAFs isolated as indicated above.

### Flow cytometry

The cells were fixed and incubated with antibodies against CD31-FITC, CD45-PE/Cy7, and CD326 (EPCAM)-PE. T cells, endothelial cells and epithelial cells were used as positive controls. The antibodies used in this study are listed in Table S2.

### Conditional medium preparation

The CAFs were refreshed with DMEM and cultured for another 24 h once they reached 70% confluency. The Conditioned medium was collected, followed by centrifugation at 3000 *rpm* for 10 min. Then the conditioned medium was filtered with a 0.22 μm sterile filter and stored at −80 °C for further usage. An anti-IL8 neutralizing antibody and CAPE (S7414, Selleck, Shanghai, China) was added to each group. The antibodies used in this study are listed in Table S2.

### Cell counting kit-8 assay

Cells from different groups were seeded in 96-well plates at a density of 3000 cells per well in sextuplicate. After 24 h, the cells were incubated with a gradient concentration of oxaliplatin for 48 h. The cell viability was assessed by a Cell Counting Kit-8 assay (K1018, APExBIO, USA) according to the manufacturer’s instruction. The absorbance was measured at 450 nm with a multiwell plate reader (Spark, Tecan).

### Colony formation assay

After pretreated as indicated, ~500 tumor cells were dispersed evenly into six-well plates and allowed to attach for 24 h. Then Panc-1 and MIAPaCa-2 cells were treated with fresh complete medium containing 4 μM oxaliplatin and 2 μM oxaliplatin respectively. Twenty-four hours later, the culture medium was replaced by fresh complete medium and the cells were cultured for 2 weeks. The cells were fixed in 4% paraformaldehyde for 15 min and dyed with 0.1% crystal violet for 10 min. The colonies were counted and photographed. The experiment was repeated three times.

### Annexin V-PI apoptosis assay

Panc-1 cells were treated with 50 μM oxaliplatin (S1224, Selleck, Shanghai, China) for 48 h. MIAPaCa-2 cells were treated with 30 μM oxaliplatin for 48 h. Cell apoptosis was detected by using an Annexin V-PI staining kit (BMS500FI, Invitrogen, USA). Briefly, the cells were harvested and resuspended in Annexin V binding buffer with FITC-conjugated Annexin V and PI dye for 15 min. Then, the cells were analyzed using flow cytometer within 1 h. The experiment was repeated three times.

### RNA sequencing and data analysis

CAF^R^1 and CAF^S^1 cell lines at passage 5 were used for mRNA profiling by RNA sequencing. The total RNA was extracted, cDNA library preparation was performed and RNA sequencing was performed by Guangzhou Huayin Health Medical Group (CO.,Ltd, Guangzhou, China). GSEA_Linux_4.0.3 (https://www.gsea-msigdb.org/gsea/index.jsp) was used to complete the enrichment analysis of the gene set.

After 72 h of treatment with CAF^S^1-CM or CAF^R^1-CM in Panc-1 cells, we performed whole-genome transcriptome profiling by RNA sequencing. The total RNA was extracted, cDNA library preparation was performed and RNA sequencing was performed by BGI Technology (Co., Ltd, Shenzhen, China). The sequencing data were filtered with SOAPnuke (v1.5.2), and the clean reads were mapped to the GRCh38.p13 reference genome using HISAT2(v2.0.4). The expression level of the genes was calculated by RSEM (v1.2.12). Then differential expression analysis was performed usingDESeq2(v1.4.5) with a *Q* value ≤ 0.05. A heatmap was drawn by pheatmap (v1.0.8). A KEGG enrichment analysis of annotated differentially expressed genes was performed by Phyper (https://en.wikipedia.org/wiki/Hypergeometric_distribution) based on a hypergeometric test.

### PCR and sequencing

The DNA extraction was performed using an IPure Cell/Blood/Animal Tissue gDNA Extraction Kit (K316, IGE Biotechnology, China) according to the manufacturer’s protocol.

KRAS (codons 12, 13 and 61), TP53 (exons 3–7) and SMAD4 (codifying exons 2–11) were studied by PCR and sequencing using the primers described in Table S1. The sequencing was performed using an ABI 3730xl Genetic Analyzer (Applied Biosystems, Foster City, CA, USA) with the same primers used for the PCR, and was analyzed with sequencing analysis software v 5.3 (Applied Biosystems, Foster City, CA, USA). Regarding CDKN2A, as the most frequent mutation is homozygous deletion [59], we only performed PCR, and thus three exons, exons 1, 2 and 3, were amplified from the DNA of cell lines and a healthy control using the primers listed in Table S1.

### Cytokine antibody array

A cytokine antibody array was performed by using a Proteome Profiler Human XL Cytokine Array Kit (ARY022B, R&D Systems, USA). In brief, the CAF medium was incubated with an array membrane overnight at 4 °C, followed by incubation with detection antibody cocktails for 2 h and streptavidin-HRP for 1 h. Cytokine dots on X-ray films were scanned.

### Enzyme-linked immunosorbent assay (ELISA)

The ELISA was performed by using IL8 ELISA kits (ab48481, Abcam, USA) according to the manufacturer’s instructions. Briefly, primary CAFs were cultured in fresh serum-free medium for 24 h. Subsequently, the supernatants were collected and used for ELISA. Each experiment was repeated at least three times.

### RNA extraction, reverse transcription, qRT–PCR and subcellular fractionation

The total RNA was extracted TRIzol reagent (Invitrogen), according to the protocol and reverse transcribed by HiScript Reverse Transcriptase (R101-01, Vazyme, China). qRT–PCR was performed using a CFX96^™^ Real-Time System (Bio–Rad, USA) with a TB Green Premix Ex TaqTM kit (RR820A, Takara, Japan) and GAPDH was used as an internal control. The sequences of the primers are listed in Table S1.

Regarding the cytoplasmic and nuclear RNA fractions, cells were extracted using a PARIS Kit (AM1921, Thermo Scientific, USA) according to the protocol. Then, the cytoplasmic and nuclear ratio were measured by qRT–PCR. U6 served as the nuclear control, and GAPDH served as the cytoplasmic control. The sequences of the primers are listed in Table S1.

### Transient cell transfection and lentivirus infection

For the transient cell transfection, once the cells reached 50% confluency in six-well plates, short interfering RNA (siRNA) oligonucleotides for the target gene and the pcDNA3.1 expression vector with the target gene purchased from Gene-Pharma (Shanghai, China) were transiently transfected into Panc-1 and MiaPaCa-2 cells using Lipofectamine 3000 (L3000150, Invitrogen, USA) following the manufacturer’s instructions. The sequences of the oligonucleotides are listed in Table S1.

For the lentivirus infection, an sh-RNA plasmid was constructed and packaged into lentivirus by Gene-Pharma (Shanghai, China). Forty-eight hours after the transfection virus infection, the cells were screened and purified using puromycin (A3740, APExBIO, USA) for 2 weeks.

### Western blot analysis

The total protein was extracted from the cells and tissue samples with RIPA lysis buffer. Fractionated nuclear extract and chromatin-bound nuclear extract proteins were obtained using a Subcellular Protein Fractionation Kit for Cultured Cells (78840, Thermo Scientific, USA) according to the manufacturer’s instructions.

A western blot analysis was performed as previously described [60]. In brief, protein was electrophoretically resolved on a denaturing SDS-polyacrylamide gel and electrotransferred onto a polyvinylidene difluoride membrane. The membranes were blocked with 5% BSA for 1 h and then incubated overnight at 4 °C with specific primary antibodies, HRP-conjugated secondary antibodies were used and the bound antibodies were detected with ECL (32209, Thermo Scientific, USA). Chemi XT4 was used to visualize the expected band. The antibodies used in this study are listed in Table S2.

### Dual-luciferase reporter assays

The indicated regions of the UPK1A-AS1 promoter were directly inserted into the pGL3 luciferase reporter plasmid. A dual-luciferase reporter assay system (E1910, Promega, USA) was used to detect the luciferase activities.

### Chromatin immunoprecipitation (ChIP) assay

A ChIP analysis was performed with an EZ-Magna ChIP Chromatin Immunoprecipitation kit (17–408, Millipore, USA) according to the manufacturer’s instructions. Briefly, the cells were sheared by sonication into 100–500 bp fragments and incubated with anti-phospho-p65 overnight at 4 °C. Then the enriched DNA fragments were isolated and purified from the beads for qRT–PCR. The antibodies used in this study are listed in Table S2.

### In vivo studies

All animal studies and experimental procedures were performed under an experimental protocol approved by the South China University Animal Ethics Committee. In brief, forty 4-week-old female nude mice were randomly divided into eight groups and subcutaneously injected with 1*10^6 Panc-1 cells. CAF^s^1/CAF^R^ were combined with Panc-1 at 1:3 ratio. Once the tumors reached 3 mm in diameter, an anti-IL8 neutralizing antibody (20 mg/kg) and oxaliplatin (5 mg/kg) were given by intraperitoneal (i.p.) injection once every 3 days. After 15 days of treatment, the xenografts were harvested, fixed in 10% formalin and embedded in paraffin for subsequent analysis. The tumor volume was measured every 3 days, and calculated with the following formular: volume (mm^3^)= (width^2^ × length)/2.

Orthotopic xenograft tumor models were generated with 1*10^5 luc-Panc-1 cells in the same groups and treated as subcutaneous models. Twelve days after the implantation, treatment started and the first round of IVIS pictures was obtained. After 15 days of treatment, the second round of IVIS pictures was obtained, and the tumors were harvested. At each time point of the IVIS study, 150 mg/kg D-Luciferin, potassium Salt (40902ES01, Yeasen, China) were injected i.p., and orthotopic fluorescence images were detected using an in vivo FX PRO system (BRUKER Corporation, USA). In the in vivo study, the investigators were blind to the group allocation when assessing the outcome at each time point.

### Fluorescence in situ hybridization (FISH)

The distribution of UPK1A-AS in tumor cells was detected by FISH Kit (Gene Pharma, Guangzhou, China) according to the manufacturer’s instructions. In brief, the cells were fixed and then hybridized with Cy3-labeled UPK1A-AS1 probes overnight at 37 °C. DAPI was used to stain the nuclei. The fluorescence signals were captured by confocal microscopy (Carl Zeiss AG, Germany). The sequences of the probes are listed in Table S1.

### RNA pull-down assays

Biotinylated UPK1A-AS1 was synthesized by a Transcript Aid T7 High Yield Transcription Kit (K0441, Thermo Scientific, USA) according to the manufacturer’s instructions. Then, RNA pull-down assays were performed by a Magnetic RNA-Protein Pull-Down Kit (20164, Thermo Scientific, USA). In brief, biotinylated UPK1A-AS1 immobilized on streptavidin magnetic beads was incubated with nuclear extract overnight at 4 °C. Then, the bound captured protein was eluted from the magnetic beads and analyzed by MS or a western blot analysis. Silver staining was performed using Pierce Silver Stain Kit (24612, Thermo Scientific, USA) according to the instructions.

### RIP assays

RIP assays were performed using an EZ-Magna RIP kit (17–700, Millipore, USA) following the manufacturer′s instructions. In brief, cell lysates were incubated with target antibodies or negative control normal mouse IgG. Then the enriched RNA was isolated and purified from the beads for qRT–PCR. The antibodies used in this study are listed in Table S2.

### Neutral comet assay

Panc-1 and MIAPaCa-2 cells were treated with 50 μM oxaliplatin and 30 μM oxaliplatin for 1 h and then harvested at the indicated time points. Neutral comet assays were performed using a Comet Assay Kit (4250-050-K, Trevigen, USA) according to the manufacturer’s instructions. The samples were stained with SYBR gold (S11494, Invitrogen, USA) and observed under an Olympus FluoView 500. The quantitation of tail DNA was performed by CASP software.

### pimEJ5-GFP reporter assay

The pimEJ5-GFP reporter assay was performed as previously described [34]. In brief, tumor cells were transfected with the pimEJ5-GFP plasmid using Lipofectamine 3000. The cells were selected with puromycin to obtain stable clones. Cells that stably expressed pimEJ5-GFP were transfected with pCBASceI (I-SceI) plasmids using Lipofectamine 3000. Forty-eight to −72 h after the transfection, the GFP-positive cells were analyzed by FACS. pimEJ5-GFP was a gift from Dr. Jeremy Stark (44026, Addgene plasmid).

### Co-Immunoprecipitation (Co-IP)

Panc-1 cells transfected with control vector, UPK1A-AS1 or mutated UPK1A-AS1 in region A and region B were treated with 50 μM oxaliplatin for 1 h. CO-IP was performed using a Pierce Co-IP Kit (26149, Thermo Scientific, USA) according to the manufacturer’s instructions. In brief, the cells were harvested and lysed in IP buffer. Ten micrograms of anti-Ku70, anti-Ku80 or control IgG were added to resin and incubated with 500 μg protein mixtures overnight at 4 °C with gentle rotation. After three washes, the proteins were extracted for a western blot analysis. The antibodies used in this study are listed in Table S2.

### Immunohistochemistry

Immunohistochemistry (IHC) was performed using paraffin-embedded samples as previously described [61]. In brief, the specimens were incubated with antibodies specific for a-SMA, IL8, or Ki-67 overnight at 4 °C after deparaffinization, rehydration and heat-induced antigen retrieval. Subsequently, the specimens were washed and incubated with secondary antibodies followed by DAB developer and hematoxylin. The antibodies used in this study are listed in Table S2.

### In situ hybridization (ISH)

A double-DIG labeled UPK1A-AS1 probe (QIAGEN, Germany) was used to detect UPK1A-AS1 expression. Briefly, after deparaffinization, rehydration, and proteinase K digestion, the specimens were hybridized with a probe at 55 °C overnight. The hybridization signal was detected by an Enhanced Sensitive ISH Detection Kit (MK1032, BOSTER, China) according to the manufacturer’s instructions. The sequences of the probes are listed in Table S1.

### Quantitative analysis of IHC and ISH

The staining scores of IL8 and UPK1A-AS1 were determined based on both the staining intensity and number of positive cells. The scoring of the staining intensity was as follows: 0 (no staining), 1 (light), 2 (intermediate) and 3 (strong). The scoring of the proportion of UPK1A-AS1 positive cells was as follows: 1 (<25%), 2 (25–50%), 3 (50–75%) and 4 (75–100%). The final score was obtained by multiplying the staining intensity and proportion of positively stained cells. The expression of IL8 and UPK1A-AS1 was evaluated by the final score, with a cutoff point of <4 versus ≥4.

### Bioinformatic analysis

The secondary structure of UPK1A and the binding motifs of Ku70 and Ku80 were acquired using RNAalifold (http://rna.tbi.univie.ac.at/cgi-bin/RNAWebSuite/RNAalifold.cgi) and POSTAR2 (http://lulab.life.tsinghua.edu.cn/postar2), respectively.

### Statistical analysis

Five biological replicates were used in the animal study, and all other experiments adopted three biological replicates. The sample sizes were determined to ensure adequate power to detect a prespecified effect size based on the results of a preliminary investigation and experiment. All statistical analyses were performed using SPSS 12.0 software (IBM Corp, USA) and GraphPad Prism version 8.0 (GraphPad Software, USA). Student’s *t* test or one-way analysis of variance (ANOVA) was used for the comparisons of two or multiple groups, respectively. *R*^*2*^ was adopted to analyze the relationship between the IL8 IHC score and UPK1AS-AS1 ISH score in the PDAC specimens The survival curves were analyzed by using the Kaplan–Meier method with a log-rank test. All error bars represent the mean ± SD. *p* < 0.05 was considered statistically significant.

## Supplementary information

Supplementary Material

## Data Availability

The datasets used in the current study are available from the corresponding author upon reasonable request. The whole-genome transcriptome profile of the CAF-CM-treated Panc-1 cells and the mRNA profile of the CAF cell lines are available in the GEO database (GEO accession numbers: GSE183779, GSE192907).

## References

[1] Ho WJ, Jaffee EM, Zheng L (2020). The tumour microenvironment in pancreatic cancer - clinical challenges and opportunities. Nat Rev Clin Oncol.

[2] Ozdemir BC, Pentcheva-Hoang T, Carstens JL, Zheng X, Wu CC, Simpson TR (2014). Depletion of carcinoma-associated fibroblasts and fibrosis induces immunosuppression and accelerates pancreas cancer with reduced survival. Cancer Cell.

[3] Ohuchida K, Mizumoto K, Murakami M, Qian LW, Sato N, Nagai E (2004). Radiation to stromal fibroblasts increases invasiveness of pancreatic cancer cells through tumor-stromal interactions. Cancer Res.

[4] Hirata E, Sahai E (2017). Tumor Microenvironment and Differential Responses to Therapy. Cold Spring Harb Perspect Med.

[5] Biffi G, Tuveson DA (2021). Diversity and Biology of Cancer-Associated Fibroblasts. Physiol Rev.

[6] Moffitt RA, Marayati R, Flate EL, Volmar KE, Loeza SG, Hoadley KA (2015). Virtual microdissection identifies distinct tumor- and stroma-specific subtypes of pancreatic ductal adenocarcinoma. Nat Genet.

[7] Elyada E, Bolisetty M, Laise P, Flynn WF, Courtois ET, Burkhart RA (2019). Cross-Species Single-Cell Analysis of Pancreatic Ductal Adenocarcinoma Reveals Antigen-Presenting Cancer-Associated Fibroblasts. Cancer Disco.

[8] Hosein AN, Huang H, Wang Z, Parmar K, Du W, Huang J (2019). Cellular heterogeneity during mouse pancreatic ductal adenocarcinoma progression at single-cell resolution. JCI Insight.

[9] Öhlund D, Handly-Santana A, Biffi G, Elyada E, Almeida AS, Ponz-Sarvise M (2017). Distinct populations of inflammatory fibroblasts and myofibroblasts in pancreatic cancer. J Exp Med.

[10] Dominguez CX, Muller S, Keerthivasan S, Koeppen H, Hung J, Gierke S (2020). Single-Cell RNA Sequencing Reveals Stromal Evolution into LRRC15(+) Myofibroblasts as a Determinant of Patient Response to Cancer Immunotherapy. Cancer Disco.

[11] Biffi G, Oni TE, Spielman B, Hao Y, Elyada E, Park Y (2019). IL1-Induced JAK/STAT Signaling Is Antagonized by TGFβ to Shape CAF Heterogeneity in Pancreatic Ductal Adenocarcinoma. Cancer Disco.

[12] Park W, Chawla A, O’Reilly EM (2021). Pancreatic cancer: a review. JAMA.

[13] Grossberg AJ, Chu LC, Deig CR, Fishman EK, Hwang WL, Maitra A (2020). Multidisciplinary standards of care and recent progress in pancreatic ductal adenocarcinoma. CA Cancer J Clin.

[14] Li B, Pei G, Yao J, Ding Q, Jia P, Zhao Z (2021). Cell-type deconvolution analysis identifies cancer-associated myofibroblast component as a poor prognostic factor in multiple cancer types. Oncogene.

[15] Ham IH, Lee D, Hur H (2021). Cancer-Associated Fibroblast-Induced Resistance to Chemotherapy and Radiotherapy in Gastrointestinal Cancers. Cancers (Basel).

[16] Reiss KA, Mick R, O’Hara MH, Teitelbaum U, Karasic TB, Schneider C (2021). Phase II Study of Maintenance Rucaparib in Patients With Platinum-Sensitive Advanced Pancreatic Cancer and a Pathogenic Germline or Somatic Variant in BRCA1, BRCA2, or PALB2. J Clin Oncol.

[17] Golan T, Hammel P, Reni M, Van Cutsem E, Macarulla T, Hall MJ (2019). Maintenance Olaparib for Germline BRCA-Mutated Metastatic Pancreatic Cancer. N Engl J Med.

[18] Hato SV, Khong A, de Vries IJ, Lesterhuis WJ (2014). Molecular pathways: the immunogenic effects of platinum-based chemotherapeutics. Clin Cancer Res.

[19] Turner N, Tutt A, Ashworth A (2004). Hallmarks of ‘BRCAness’ in sporadic cancers. Nat Rev Cancer.

[20] Wattenberg MM, Asch D, Yu S, O’Dwyer PJ, Domchek SM, Nathanson KL (2020). Platinum response characteristics of patients with pancreatic ductal adenocarcinoma and a germline BRCA1, BRCA2 or PALB2 mutation. Br J Cancer.

[21] Sakai W, Swisher EM, Karlan BY, Agarwal MK, Higgins J, Friedman C (2008). Secondary mutations as a mechanism of cisplatin resistance in BRCA2-mutated cancers. Nature.

[22] Olive KP, Jacobetz MA, Davidson CJ, Gopinathan A, McIntyre D, Honess D (2009). Inhibition of Hedgehog signaling enhances delivery of chemotherapy in a mouse model of pancreatic cancer. Science.

[23] Guillen DN, Sanz-Pamplona R, Berdiel-Acer M, Cimas FJ, Garcia E, Goncalves-Ribeiro S (2019). Noncanonical TGFbeta Pathway Relieves the Blockade of IL1beta/TGFbeta-Mediated Crosstalk between Tumor and Stroma: TGFBR1 and TAK1 Inhibition in Colorectal Cancer. Clin Cancer Res.

[24] Wang W, Kryczek I, Dostal L, Lin H, Tan L, Zhao L (2016). Effector T Cells Abrogate Stroma-Mediated Chemoresistance in Ovarian. Cancer Cell.

[25] Unfried JP, Marin-Baquero M, Rivera-Calzada A, Razquin N, Martin-Cuevas EM, de Braganca S (2021). Long noncoding RNA NIHCOLE promotes ligation efficiency of DNA double-strand breaks in hepatocellular carcinoma. Cancer Res.

[26] Xie W, Chu M, Song G, Zuo Z, Han Z, Chen C, et al. Emerging roles of long noncoding RNAs in chemoresistance of pancreatic cancer. Semin Cancer Biol. 2020.10.1016/j.semcancer.2020.11.00433207266

[27] Yin F, Zhang Q, Dong Z, Hu J, Ma Z (2020). LncRNA HOTTIP Participates in Cisplatin Resistance of Tumor Cells by Regulating miR-137 Expression in Pancreatic Cancer. Onco Targets Ther.

[28] Su S, Chen J, Yao H, Liu J, Yu S, Lao L (2018). CD10(+)GPR77(+) Cancer-Associated Fibroblasts Promote Cancer Formation and Chemoresistance by Sustaining Cancer Stemness. Cell.

[29] Zhai J, Shen J, Xie G, Wu J, He M, Gao L (2019). Cancer-associated fibroblasts-derived IL-8 mediates resistance to cisplatin in human gastric cancer. Cancer Lett.

[30] Wilson TR, Fridlyand J, Yan Y, Penuel E, Burton L, Chan E (2012). Widespread potential for growth-factor-driven resistance to anticancer kinase inhibitors. Nature.

[31] Feng H, Liu K, Shen X, Liang J, Wang C, Qiu W (2020). Targeting tumor cell-derived CCL2 as a strategy to overcome Bevacizumab resistance in ETV5(+) colorectal cancer. Cell Death Dis.

[32] Waugh DJ, Wilson C (2008). The interleukin-8 pathway in cancer. Clin Cancer Res.

[33] Fell VL, Schild-Poulter C (2015). The Ku heterodimer: function in DNA repair and beyond. Mutat Res Rev Mutat Res.

[34] Fan L, Xu S, Zhang F, Cui X, Fazli L, Gleave M (2020). Histone demethylase JMJD1A promotes expression of DNA repair factors and radio-resistance of prostate cancer cells. Cell Death Dis.

[35] Downs JA, Jackson SP (2004). A means to a DNA end: the many roles of Ku. Nat Rev Mol Cell Biol.

[36] Srivastava M, Nambiar M, Sharma S, Karki SS, Goldsmith G, Hegde M (2012). An inhibitor of nonhomologous end-joining abrogates double-strand break repair and impedes cancer progression. Cell.

[37] Straussman R, Morikawa T, Shee K, Barzily-Rokni M, Qian ZR, Du J (2012). Tumour micro-environment elicits innate resistance to RAF inhibitors through HGF secretion. Nature.

[38] Wei L, Lin Q, Lu Y, Li G, Huang L, Fu Z (2021). Cancer-associated fibroblasts-mediated ATF4 expression promotes malignancy and gemcitabine resistance in pancreatic cancer via the TGF-beta1/SMAD2/3 pathway and ABCC1 transactivation. Cell Death Dis.

[39] Zhu YX, Li CH, Li G, Feng H, Xia T, Wong CH (2020). LLGL1 Regulates Gemcitabine Resistance by Modulating the ERK-SP1-OSMR Pathway in Pancreatic Ductal Adenocarcinoma. Cell Mol Gastroenterol Hepatol.

[40] Kobayashi H, Enomoto A, Woods SL, Burt AD, Takahashi M, Worthley DL (2019). Cancer-associated fibroblasts in gastrointestinal cancer. Nat Rev Gastroenterol Hepatol.

[41] Biffi G, Oni TE, Spielman B, Hao Y, Elyada E, Park Y (2019). IL1-Induced JAK/STAT Signaling Is Antagonized by TGFbeta to Shape CAF Heterogeneity in Pancreatic Ductal Adenocarcinoma. Cancer Disco.

[42] Waddell N, Pajic M, Patch AM, Chang DK, Kassahn KS, Bailey P (2015). Whole genomes redefine the mutational landscape of pancreatic cancer. Nature.

[43] Golan T, Kanji ZS, Epelbaum R, Devaud N, Dagan E, Holter S (2014). Overall survival and clinical characteristics of pancreatic cancer in BRCA mutation carriers. Br J Cancer.

[44] Zhang DY, Sun QC, Zou XJ, Song Y, Li WW, Guo ZQ (2020). Long noncoding RNA UPK1A-AS1 indicates poor prognosis of hepatocellular carcinoma and promotes cell proliferation through interaction with EZH2. J Exp Clin Cancer Res.

[45] Byun Y, Choi YC, Jeong Y, Yoon J, Baek K (2020). Long Noncoding RNA Expression Profiling Reveals Upregulation of Uroplakin 1A and Uroplakin 1A Antisense RNA 1 under Hypoxic Conditions in Lung Cancer Cells. Mol Cells.

[46] Milosevic V, Kopecka J, Salaroglio IC, Libener R, Napoli F, Izzo S (2020). Wnt/IL-1beta/IL-8 autocrine circuitries control chemoresistance in mesothelioma initiating cells by inducing ABCB5. Int J Cancer.

[47] Wang W, Tang YA, Xiao Q, Lee WC, Cheng B, Niu Z (2021). Stromal induction of BRD4 phosphorylation Results in Chromatin Remodeling and BET inhibitor Resistance in Colorectal Cancer. Nat Commun.

[48] Liu B, Sun L, Liu Q, Gong C, Yao Y, Lv X (2015). A cytoplasmic NF-κB interacting long noncoding RNA blocks IκB phosphorylation and suppresses breast cancer metastasis. Cancer Cell.

[49] Ding J, Zhao J, Huan L, Liu Y, Qiao Y, Wang Z, et al. Inflammation-Induced Long Intergenic Noncoding RNA (LINC00665) Increases Malignancy Through Activating the Double-Stranded RNA-Activated Protein Kinase/Nuclear Factor Kappa B Pathway in Hepatocellular Carcinoma. Hepatology. 2020;72:1666–81.10.1002/hep.3119532083756

[50] Wang B, Jing T, Jin W, Chen J, Wu C, Wang M (2020). KIAA1522 potentiates TNFalpha-NFkappaB signaling to antagonize platinum-based chemotherapy in lung adenocarcinoma. J Exp Clin Cancer Res.

[51] Thakur B, Ray P (2017). Cisplatin triggers cancer stem cell enrichment in platinum-resistant cells through NF-kappaB-TNFalpha-PIK3CA loop. J Exp Clin Cancer Res.

[52] Melisi D, Xia Q, Paradiso G, Ling J, Moccia T, Carbone C (2011). Modulation of pancreatic cancer chemoresistance by inhibition of TAK1. J Natl Cancer Inst.

[53] Zhao B, Rothenberg E, Ramsden DA, Lieber MR (2020). The molecular basis and disease relevance of non-homologous DNA end joining. Nat Rev Mol Cell Biol.

[54] Wang D, Zhou Z, Wu E, Ouyang C, Wei G, Wang Y (2020). LRIK interacts with the Ku70-Ku80 heterodimer enhancing the efficiency of NHEJ repair. Cell Death Differ.

[55] Thapar R, Wang JL, Hammel M, Ye R, Liang K, Sun C (2021). Mechanism of efficient double-strand break repair by a long non-coding RNA. Nucleic Acids Res.

[56] Haemmig S, Yang D, Sun X, Das D, Ghaffari S, Molinaro R (2020). Long noncoding RNA SNHG12 integrates a DNA-PK-mediated DNA damage response and vascular senescence. Sci Transl Med.

[57] Eisenhauer EA, Therasse P, Bogaerts J, Schwartz LH, Sargent D, Ford R (2009). New response evaluation criteria in solid tumours: revised RECIST guideline (version 1.1). Eur J Cancer.

[58] Causse SZ, Marcion G, Chanteloup G, Uyanik B, Boudesco C, Grigorash BB (2019). HSP110 translocates to the nucleus upon genotoxic chemotherapy and promotes DNA repair in colorectal cancer cells. Oncogene.

[59] Hustinx SR, Hruban RH, Leoni LM, Iacobuzio-Donahue C, Cameron JL, Yeo CJ (2005). Homozygous deletion of the MTAP gene in invasive adenocarcinoma of the pancreas and in periampullary cancer: a potential new target for therapy. Cancer Biol Ther.

[60] Su D, Guo X, Huang L, Ye H, Li Z, Lin L (2020). Tumor-neuroglia interaction promotes pancreatic cancer metastasis. Theranostics.

[61] Guo X, Zhou Q, Su D, Luo Y, Fu Z, Huang L (2020). Circular RNA circBFAR promotes the progression of pancreatic ductal adenocarcinoma via the miR-34b-5p/MET/Akt axis. Mol Cancer.

How the deposited data were processed for this re-analysis (not part of the article)

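RNA of Panc-1 cells treated for 72 h with CAF S1-CM or CAF R1-CM was measured in 6 samples, 3 per group. The authors deposited 1 table with FPKM per gene and sample, rounded to 2 decimals. By the paper's methods, reads were filtered with SOAPnuke, mapped to GRCh38.p13 with HISAT2 (version 2.0.4) and quantified with RSEM (version 1.2.12), and differential expression was tested by the authors with DESeq2 (version 1.4.5). The submitters' processing notes also name Bowtie2 (version 2.2.5). The gene annotation and the strand setting of the counting are not given in the sources used here. FPKM are divided by length and by library total, so that a few abundant RNAs can shift all other values, and they hold no counts.
The table has 97767 rows. The 55272 rows of circular RNAs hold no value for these samples and were not analysed here. Of the 42495 gene rows, 29218 carry an Entrez identifier, of which 27920 matched the RefSeq annotation of GRCh38.p14 and were typed by it (17979 protein-coding genes and 8906 lncRNAs). The 13277 rows with only a provider identifier were neither named nor typed. Mitochondrially encoded genes were listed but are not analysed here.
The design had been written for counts. Since the table holds FPKM, the test set beforehand for normalized values was used. Log2(FPKM + 1) was fitted with limma (version 3.58.1, R version 4.3.3) with a mean-variance trend, for the 23608 genes above 0.1 FPKM in at least 3 samples, with Benjamini-Hochberg adjustment over all genes tested. lncRNAs and protein-coding genes were called at an adjusted p under 0.05 and an absolute log2 fold change above 1, genes of all types at the adjusted p alone. Of 30 gene lists written before the data were examined, from textbook knowledge and, for the list of genes the paper names, from the paper, 29 could be tested, with camera at a preset correlation of 0.01 and with an estimated one, with fry, and with one-sided Fisher's exact tests on protein-coding genes. On simulated data for this comparison, over 22514 genes, the fit recovered 77 of 100 genes changed 2-fold and 95 of 100 changed 4-fold, with 8 false calls among 180 calls. The changed genes were drawn from those with a mean of at least 1 FPKM after CAF S1-CM, with the same spread in both groups. Recovery counted the adjusted p and the direction without the fold limit, so these shares are not the power of the lncRNA calls.
Genes named in the text follow a rule set at the same time: UPK1A-AS1 and UPK1A, the lncRNAs higher with the smallest adjusted p or the largest fold change and those lower, the 12 protein-coding genes with the largest change each way (mean of at least 1 FPKM here, no overlap between groups), the members of each list with the smallest adjusted p, and the genes the paper names. IKBKG, MYD88, MALT1, LMNTD2, TSPEAR, TSPEAR-AS2, RPS6KA2 and RPS6KA2-AS1 were named after their values were seen. Not every gene that the rule takes is reported here. Coordinates are from GENCODE v44 on GRCh38 and were not converted between builds.
No total counts per sample were used, so the depth per sample is an estimate from the lowest values, whose limits were set after the values were seen. It gives the CAF R1-CM libraries 0.522 to 0.571 times the depth of CAF S1-CM replicate 1 by the commonest ratio and 1.03 to 1.10 times by the next commonest, so that it does not settle the precision of low values in the 2 groups. Over all genes tested, the SD of the log2(FPKM + 1) difference between libraries of a group was 0.217 to 0.22 for CAF S1-CM. It was 0.283 to 0.294 for CAF R1-CM, while the fit takes the same spread in both groups. The alternatives were another pseudocount (0.1), no filter on low values, a block for the replicate number, leaving out each replicate, other thresholds and other set tests, and, added after seeing the data, a mean of at least 1 FPKM, other scalings, a test against the fold limit and the inclusion of provider identifiers. DESeq2 and the other planned count-based alternatives were not run, since they need counts.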

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

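The tests of explanations in this part, and the splits of the samples, were run or written down only after the results were seen. 
Protein-coding genes with a mean below 1 FPKM, which the paper does not discuss, summed to 1.41 times as much FPKM after CAF R1-CM as after CAF S1-CM (1.36 to 1.47 over the 9 pairs of libraries), while those above 10 FPKM summed to 0.984 times. A difference in depth would leave such sums alike, but for genes of 0.5 to 1 FPKM the lowest of the 9 ratios was 1.33, and an even background such as genomic DNA would add the same to each gene, but these genes gained 0.231 FPKM on average and 155 olfactory receptor, KRTAP and TAS2R genes 0.0487 (at most 0.0721 in a pair). lncRNAs may share this trend with protein-coding genes, since the median log2 fold change of the 3511 lncRNAs exceeded that of matched protein-coding genes by only 0.0093 (-0.0062 to 0.0152 over the pairs, -0.0021 without CAF S1-CM replicate 1 and 0.0055 without CAF R1-CM replicate 3), but for the 1140 lncRNAs with a mean of at least 1 FPKM the excess was 0.0921 (0.0684 to 0.105), which that trend leaves over. An effect of the medium, a factor common to low values (the ratio was 1.381 for the genes of 0.5 to 1 FPKM and 1.403 for the olfactory receptor, KRTAP and TAS2R genes), unspliced RNA in the libraries and an unnamed difference between library batches stay open, since none was tested.
UPK1A, which the paper does not report in these samples, had a log2 fold change of 2.79, beside 2.63 for UPK1A-AS1, at 0.932 times the FPKM of UPK1A. If reads of the host gene were counted for the antisense RNA, other antisense lncRNAs over exons of well expressed genes would reach a similar share, but in 16 such pairs (host of at least 10 FPKM, at least 30% of exonic bases over host exons) the median ratio was 0.0103 and none reached 0.932. UPK1A itself, at a mean of 5.535 FPKM, lies below that limit, so these pairs cannot decide whether reads were shared at this locus. Over all 135 other antisense pairs the median ratio was 0.0441 and 18 reached 0.932. Among these was LMNTD2-AS1 at 1.37, with 45.4% of its exonic bases over exons of LMNTD2, a host of 6.605 FPKM. In the 3 other pairs whose host rose by more than 1, TSPEAR-AS1 and TSPEAR-AS2 rose with TSPEAR (1.52, 1.17 and 1.43), while RPS6KA2-AS1 was at 0.09 (adjusted p = 0.525 from limma) beside RPS6KA2 at 1.88. Induction of both genes of a locus by the medium is a hypothesis that these values leave open, as are RNA that runs past an annotated end and reads assigned by another rule at this locus. Apart from these reads, the paper reports UPK1A-AS1 higher in both cancer cell lines after media of several CAF R lines (Fig. 3C, D). The paper's Discussion cites a study in which UPK1A-AS1 made UPK1A mRNA more stable under hypoxia in lung and bladder carcinoma cells. By the title of that study, both RNAs rose under hypoxia in lung cancer cells. Of 35 HIF-1 response genes 32 were higher and 1 lower here (limma), but a link of UPK1A to hypoxia was not tested.
Outside the genes the paper discusses, 22 of 24 genes of cholesterol synthesis and uptake were lower after CAF R1-CM, and 1 was higher (the same when adjusted over the list alone; limma). Of 35 genes of the cell cycle and mitosis, 33 were lower and none higher (34 and 0 when adjusted over the list alone; limma).
With 3 samples against 3 there are 10 splits, too few for a share under 0.05, and in each result with values given here 1 split, the real one, reached the real value. The real split called 6186 genes of all types and the highest other split 3, 23 lncRNAs and 1, 218 protein-coding genes and 1. In the other splits the difference between the groups adds to the spread within each side and so keeps calls few. These counts therefore cannot decide whether the real grouping differs from a random one. The absolute median log2 fold change of lncRNAs was 0.11 and at most 0.05 in another split. Camera with a preset correlation called 16 of 29 lists in the real split and 7 to 12 in the others. The other splits divide each group unequally, so part of the difference between the groups remains in them. Their calls therefore do not measure how often this test calls lists without a difference. For the overrepresentation of the NF-κB pathway the other splits say nothing, since they called at most 3 genes.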

How the results depend on the processing

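The settings with a mean of at least 1 FPKM, other scalings (median of ratios, equal totals, cyclic loess), limma treat and provider identifiers were chosen after seeing the data, and the cause of each change was not tested unless stated. UPK1A-AS1 kept direction and side of the threshold in all 15 alternatives. Of 89 other genes compared, 87 kept theirs wherever they were tested, 85 of the 89 being tested in all 15; CCL20, CFB and LHFPL3-AS2 fell below the limit on low values without each CAF R1-CM replicate, and RPS6KA2-AS1 in 4 settings; XRCC6 was lost with loess (log2 fold change -0.11 and -0.12) and COL6A2 in 4 settings. DESeq2, edgeR size factors, TMM from protein-coding genes, library totals, a CPM limit, edgeR glmTreat and the authors' deposited fold changes were not run, since the table holds only FPKM.
lncRNAs called higher (22) and lower (1) became 167 and 11 with log2(FPKM + 0.1), 82 and 45 with cyclic loess on those values, 421 and 51 with no fold limit (which by its construction adds small changes), 3 and 0 with limma treat, and 49 and 3 or, with log2(FPKM + 0.1), 347 and 49 with provider identifiers counted as lncRNAs; loess on log2(FPKM + 1) gave 2 lower. At an unadjusted p under 0.05, with no fold limit, 735 lncRNAs were higher and 116 lower. Leaving out 1 replicate gave 22 to 25 higher and 1 to 3 lower. Protein-coding genes (207 and 11) became 580 and 38 with log2(FPKM + 0.1), 367 and 69 with loess on it, and 2586 and 2477 with no fold limit; leaving out 1 replicate gave 10 to 19 lower. Genes of all types called higher (3560) ranged from 2330 (without CAF S1-CM replicate 2) to 3328 with 1 replicate left out. The NF-κB pathway's adjusted p ranged from 0.00459 to 0.0574 with 1 replicate left out, and was 0.166 with camera and 0.200 with an estimated correlation. With an estimated correlation 5 lists were higher and 2 lower, and with fry 18 were higher, against 10 and 6. The ribosomal protein list turned from a median of -0.0154 to 0.1005 and 0.0938 with loess on log2(FPKM + 1) and log2(FPKM + 0.1).
The lncRNA median (0.107) was 0.280 with log2(FPKM + 0.1), 0.0191 with no filter, 0.199 at a mean of at least 1 FPKM, and 0.0104 and 0.0060 with the 2 loess scalings, which remove a trend with level by construction. The protein-coding median (0.0272) was 0.0115 with equal totals and 0.0170 (without CAF R1-CM replicate 2) to 0.0310 with 1 replicate left out, and turned to -7e-04 at a mean of at least 1 FPKM and to -0.0064 and -0.0200 with loess. The matched median (0.0978) was 0.252 with log2(FPKM + 0.1), 0.0206 with no filter, 0.106 at a mean of at least 1 FPKM, 0.0888 and 0.106 with median-of-ratios factors from all and from protein-coding genes, 0.0061 and -0.0107 with loess, and 0.0962 to 0.109 with 1 replicate left out. The difference between lncRNAs and matched genes (0.0093) was 0.0275, -0.0015 and 0.0921 with log2(FPKM + 0.1), no filter and a mean of at least 1 FPKM, and -0.0021 to 0.0129 with 1 replicate left out. The median of all genes on the log2(FPKM + 0.1) scale moved from 0.10 to -0.02 with loess.
With the replicate number as a block, 2891 genes were higher and 2340 lower, 24 lncRNAs higher and 1 lower, and 204 protein-coding genes higher and 12 lower, and the 7 lists called with an estimated correlation had adjusted p-values of 0.111 to 0.149. Samples with the same number had correlations of deviations of 0.02, -0.028 and 0.062, within the range of samples with different numbers (-0.087 to 0.067). Not every sample correlated best with its own number. These values give no sign of pairing by number, but cannot show that the samples were made without it. Without counts, depth limits what low genes show.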

Differences from the paper's values

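The alternatives with log2(FPKM + 0.1), no filter, a block, 1 replicate left out, no fold limit and adjustment over lncRNAs alone were set before the data were examined, and the ratio of means was taken after.
The paper gives 173 differentially expressed lncRNAs, of which 163 were upregulated, at the thresholds of Fig. 3A. Here 23 were called, of which 22 were higher, with limits of the same size set on another measure. The paper tested with DESeq2, while here the fold limit is on log2(FPKM + 1), which understates the change of genes with a low level. The lncRNAs here were those typed by RefSeq, without the rows that carry only a provider identifier. With log2(FPKM + 0.1) the counts were 178 and 167, within 1.5 times the paper's. They were not within it with no filter (22 and 21), the block (25 and 24), 1 replicate left out (23 to 27 and 22 to 25), no fold limit (472 and 421) or adjustment over lncRNAs alone (22 and 21).
The log2 fold change of UPK1A-AS1 is about 3.8 in Fig. 3B, read by eye, and 2.63 here. It was 3.60 with log2(FPKM + 0.1), which differs by less than the replicate SD, and 2.51 to 2.77 with 1 replicate left out, which differs by more, as do the values with no filter and with the block (both 2.63). The log2 ratio of the mean FPKM, without a pseudocount, was 3.77.
The paper places the p65 site P1 at -1557 nt in the UPK1A-AS1 promoter. The sequence drawn for P1 in Fig. 4F starts at -422 nt from the GENCODE start of UPK1A-AS1 here and 435 bases upstream of the RefSeq start, and none of the alternatives set beforehand bears on it. Counted from the far end of a promoter fragment of 2 kb, a reading chosen after seeing the values, the site falls at the paper's position. Fig. 4F draws P1 as the site farthest from the start and P3 as the nearest, and here P1 is the nearest and P3 the farthest.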

Other observations

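The test of the site positions and the settings with loess, equal FPKM totals and a mean of at least 1 FPKM in this part were chosen only after the results were seen.
Genes of the sterol pathway and of the cell cycle were lower together after CAF R1-CM. INSIG1, which encodes a regulator of sterol synthesis, fell from 37.8 ± 0.398 to 17.9 ± 0.278 FPKM (SD, n = 3 per group; adjusted p = 1.03e-05 from limma), the squalene epoxidase gene SQLE fell by 0.96 and MSMO1 by 0.98, and the cholesterol list had a median log2 fold change of -0.66 (camera adjusted p = 3.14e-18; adjusted p = 0.0437 with an estimated correlation). The latter was 0.112, 0.0767 and 0.0940 without CAF S1-CM replicate 1, 2 and 3, 0.137 without CAF R1-CM replicate 3, 0.0692 at a mean of at least 1 FPKM and 0.166 with equal FPKM totals. The replication licensing genes MCM2 and MCM3 fell by 0.64 and 0.73 and E2F1 by 0.74, and the list had a median of -0.52 (camera adjusted p = 5.82e-24; adjusted p = 0.00921 with an estimated correlation, 0.0530 without CAF S1-CM replicate 3 and 0.130 with equal FPKM totals). Of 16 replication-dependent histone genes, whose near-identical copies can share reads, 13 were lower and none higher, the same when adjusted over the list alone (camera adjusted p = 2.44e-10; adjusted p = 0.125 with an estimated correlation), with H1-3 at -1.01 and H1-5 at -0.95.
Among repair genes, XRCC5 and XRCC6, which encode Ku80 and Ku70, fell by 0.24 (adjusted p = 0.00415 from limma) and 0.22 (adjusted p = 0.0122 from limma; 0.166 and 0.143 with the 2 loess scalings). Of 17 genes of nonhomologous end joining, 4 were lower and none higher (1 higher without CAF R1-CM replicate 1), the same when adjusted over the list alone (camera adjusted p = 0.0139, 0.0945 and 0.0987 with the 2 loess scalings; adjusted p = 0.391 with an estimated correlation). Over all 14296 protein-coding genes tested, 2477 were lower. A one-sided Fisher's exact test for lower members gave an unadjusted p of 0.339 for this list. Of 26 homologous recombination genes, 9 were lower and 2 higher (none higher without each library in turn; 10 and 2 when adjusted over the list alone; camera adjusted p = 7.42e-06; adjusted p = 0.135 with an estimated correlation), with EXO1 at -0.68 and BLM at -0.78. The Fisher's exact test for lower members gave this list an adjusted p of 0.188. Of 19 nucleotide excision repair genes, 6 were lower and 1 higher (none higher without CAF S1-CM replicate 2 or 3 or CAF R1-CM replicate 3; 6 and 3 when adjusted over the list alone; camera adjusted p = 0.114). Of 21 genes of platinum and drug transport and thiol detoxification, 11 were higher and none lower (14 and 0 when adjusted over the list alone; camera adjusted p = 3.97e-05; adjusted p = 0.0584 with an estimated correlation), including the metallothionein genes MT1X at 2.30 and MT1E at 1.42.
Of 12 inhibitors of apoptosis 3 were higher and 3 lower (5 and 4 when adjusted over the list alone; camera adjusted p = 0.754), of 20 p53 targets 3 and 2 (3 and 3; 0.934), of 24 matrix and epithelial-mesenchymal transition genes 10 and 4 (10 and 5; 0.325), of 9 epithelial genes 4 and 2 (4 and 4; 0.934), of 31 respiratory chain genes 4 and 6 (4 and 6; 0.237) and of 16 snoRNA host genes 1 and 2 (1 and 2; 0.133). Without CAF S1-CM replicate 1, 2 and 3 and CAF R1-CM replicate 2 and 3, the respiratory chain counts were 1 and 6, 1 and 3, 0 and 3, 1 and 6, and 1 and 4, and the snoRNA host gene counts 1 and 1, 1 and 0, 1 and 1, 1 and 1, and 2 and 1. The epithelial counts were 4 and 1, 3 and 1, 2 and 0, and 2 and 2 without CAF S1-CM replicate 1, 2 and 3 and CAF R1-CM replicate 3. Of 55 ribosomal protein genes 1 was higher and 8 lower (0 and 5 when adjusted over the list alone; camera adjusted p = 0.0275, 0.146 without CAF S1-CM replicate 2 and 0.167 at a mean of at least 1 FPKM; adjusted p = 0.416 with an estimated correlation), and the direction turned with loess. Its counts were 0 and 4, 1 and 3, 0 and 3, 3 and 8, and 1 and 4 without CAF S1-CM replicate 1, 2 and 3 and CAF R1-CM replicate 1 and 3. Of 14 RNAs known to stay in the nucleus 9 were higher and 2 lower (1 lower without CAF S1-CM replicate 1 or 3), the same when adjusted over the list alone (camera adjusted p = 0.0138; adjusted p = 0.393 with an estimated correlation). Of 30 genes that the paper names, 6 were higher and 6 lower (7 and 7 when adjusted over the list alone; camera adjusted p = 0.791), and H2AX fell by 0.71.
The 3 p65 site sequences of Fig. 4F each occur once between UPK1A-AS1 and the end of UPK1A, on the minus strand of chromosome 19 (GRCh38) in an intron of UPK1A: P1, GGGACTTTCC, at 35673726 to 35673735, P2, CGGAGTCTCC, at 35675028 to 35675037, and P3, TGGCTTTTCC, at 35675217 to 35675226. The near ends lie 422, 1724 and 1913 bases upstream of the GENCODE start and 435, 1737 and 1926 of the RefSeq start. A candidate explanation of the paper's positions is that they count from the far end of a promoter fragment of 2 kb: the paper's position of 1 end of a site plus the distance of the site's other end from the RefSeq start (444, 1746 and 1935 bases for the far ends) is 2001 for all 3 sites. The fragment's ends were not checked otherwise.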
